# Systematic analysis of *tup1* and *cyc8* mutants reveals distinct roles for *TUP1* and *CYC8* and offers new insight into the regulation of gene transcription by the yeast Tup1-Cyc8 complex

**DOI:** 10.1371/journal.pgen.1010876

**Published:** 2023-08-11

**Authors:** Brenda Lee, Michael Church, Karsten Hokamp, Mohamed M. Alhussain, Atif A. Bamagoos, Alastair B. Fleming

## Abstract

The Tup1-Cyc8 complex in *Saccharomyces cerevisiae* was one of the first global co-repressors of gene transcription discovered. However, despite years of study, a full understanding of the contribution of Tup1p and Cyc8p to complex function is lacking. We examined *TUP1* and *CYC8* single and double deletion mutants and show that *CYC8* represses more genes than *TUP1*, and that there are genes subject to (i) unique repression by *TUP1* or *CYC8*, (ii) redundant repression by *TUP1* and *CYC8*, and (iii) there are genes at which de-repression in a *cyc8* mutant is dependent upon *TUP1*, and vice-versa. We also reveal that Tup1p and Cyc8p can make distinct contributions to commonly repressed genes most likely via specific interactions with different histone deacetylases. Furthermore, we show that Tup1p and Cyc8p can be found independently of each other to negatively regulate gene transcription and can persist at active genes to negatively regulate on-going transcription. Together, these data suggest that Tup1p and Cyc8p can associate with active and inactive genes to mediate distinct negative and positive regulatory roles when functioning within, and possibly out with the complex.

## Author summary

The Tup1-Cyc8 complex in the yeast, *Saccharomyces cerevisiae*, was one of the first global co-repressors of gene transcription discovered. However, despite years of study, a full understanding of this complex is lacking. We examined *TUP1* and *CYC8* single and double gene deletion mutants and show that the Tup1 and Cyc8 proteins can make distinct contributions to the regulation of Tup1-Cyc8 target genes. Furthermore, we show that Tup1p and Cyc8p can be found independently of each other to negatively regulate gene transcription and can persist at active genes to negatively regulate on-going transcription. Together, these data suggest that Tup1p and Cyc8p can associate with active and inactive genes to mediate distinct negative and positive regulatory roles when functioning within, and possibly out with the complex. This suggests the Tup1-Cyc8 complex should be considered more as a ‘regulator of transcription’ and not solely as a dedicated ‘repressor of transcription’.

## Introduction

The Tup1-Cyc8 complex in *Saccharomyces cerevisiae* was one of the first global repressors of gene transcription discovered [1]. It is known to be responsible for the repression of diverse sets of genes including those involved in the response to oxygen deprivation, DNA damage and glucose depletion [2,3].

The 1.2 MDa complex is composed of one Cyc8p and four Tup1p subunits and does not bind to DNA directly [1,4,5]. Sequence specific DNA binding proteins target the complex to the genome where evidence suggests that multiple adaptor proteins are able to fine tune its activity [1,6–8]. The Cyc8 protein (Cyc8p) has 10 copies of the 34-amino-acid tetratricopeptide repeat (TPR) motif near the N-terminus, with repeats 1–3 being the most important for interaction with Tup1p [8,9]. The Tup1 protein contains seven copies of a WD40 sequence domain (also known as β-transducin motif) at the C-terminal [10]. This domain has been shown to be required for repression of some target genes, but dispensable for repression of other target genes, such as *SUC2* [11]. Residues 1–72 of the N-terminus of Tup1p are needed for interaction with Cyc8p and for self-association, although this region is not required to bring about repression [11].

The Tup1p subunit is regarded as a functional analogue of the corepressors Groucho in *Drosophila melanogaster*, Grg in mice, and the TLE proteins in human cells [12]. Four TLE proteins are encoded in humans, TLE 1–4. They are vital for developmental processes such as sex determination, eye development, osteogenesis, and haematopoiesis [13,14]. TLE1 is important to human health as its inactivation contributes to the development of hematologic malignancies [15,16]. TLE3 has also been implicated in the proliferation of melanoma cells [17]. The homologous Tup1-Cyc8 complex in the filamentous fungi *Trichoderma reesei* and *Penicillium oxalicum* brings about repression of genes encoding for enzymes which can degrade lignocellulosic materials [18].

The general model for Tup1-Cyc8 complex activity proposes that Cyc8p acts as an adaptor protein to which the targeting proteins and Tup1p bind, while Tup1p exerts the repressive role of the complex [11]. Indeed, it has been shown that overexpression of *TUP1* is sufficient to repress transcription of Mat-a specific genes [19]. However, the *TUP1* overexpressing cells displayed a flocculant and slow-growth phenotype which suggests that *TUP1* overexpression is insufficient to repress all genes regulated by Tup1-Cyc8 [19]. Additionally, it has been shown that the complex can play a role in gene activation, albeit at fewer genes [20–24].

Multiple mechanisms of action have been proposed to describe how the Tup1-Cyc8 complex brings about gene repression [3]. The complex has been shown to associate with, and promote, hypoacetylated chromatin to repress gene transcription [25–27]. Other studies have shown it is responsible for maintaining an ordered array of nucleosomes over gene promoters to block transcription [28–33]. More recent studies suggest that it primarily blocks the activation domains of transcription factors bound at target genes to inhibit transcription [34,35].

However, the proposed mechanisms of action are not necessarily mutually exclusive. Indeed, it has been shown that at certain target genes full de-repression was only observed when multiple mechanisms of repression used by Tup1-Cyc8 were disrupted [36]. It is conceivable that different mechanisms of action are required at different genes, or that combinations of these mechanisms can determine the transcription state of genes in response to the changing environment. Regardless, this highlights that despite years of study, a complete understanding of this complex has yet to be uncovered.

Much of the current knowledge about this complex, and the genes under its control, has come from analyses of mutants deleted for either the *TUP1* or *CYC8* genes [35,37]. In support of this strategy, the current model for the activity of the complex would predict that deletion of either Tup1p or Cyc8p should have the same impact in crippling complex function. However, the common consideration of these mutants as being interchangeable for the analysis of Tup1-Cyc8 complex function ignores any differences upon transcription and cell function that deletion of these genes might have.

In this study we have compared single and double mutant strains deleted for the *TUP1* and *CYC8* genes and show that they have distinct phenotypes and transcriptomes. Almost twice as many genes were upregulated in the *cyc8* mutant compared to the *tup1* mutant. By comparing the transcription data in the single mutants to that in the double mutant we show evidence of (i) genes subject to redundant repression via *TUP1* and *CYC8*, (ii) genes which were uniquely repressed by either *TUP1* or *CYC8*, and (iii) genes at which de-repression in a *cyc8* mutant is dependent upon *TUP1*, and vice-versa. We also reveal that Tup1p and Cyc8p can make distinct contributions to commonly repressed genes. Furthermore, we show that Cyc8p and Tup1p can occupy promoters independently of each other to promote gene repression and can persist at active genes to negatively influence on-going transcription.

Together, these data suggest that Tup1p and Cyc8p have uncharacterised negative and positive roles when functioning both within and possibly out with the complex. Ultimately, the model for Tup1-Cyc8 functioning solely as a repressor of transcription is too simplistic. Instead, Tup1-Cyc8 should be considered as a more versatile regulator of transcription functioning to not only switch genes off, but also to modulate transcription of genes when they are active.

## Results

*TUP1* and *CYC8* deletion mutants have largely been used interchangeably for the analysis of Tup1-Cyc8 complex function. This was justified by the current model dictating that without either Tup1p or Cyc8p, Tup1-Cyc8 complex activity should be equally disrupted [37]. We therefore compared phenotypes and transcription in *tup1* and *cyc8* single and double deletion mutants to determine if these mutants share the same characteristics or not.

### Strains deleted for *TUP1* and *CYC8* show distinct growth, cell morphology, and flocculation phenotypes

Growth analysis showed that the *tup1*, *cyc8* and *tup1 cyc8* deletion mutants had progressively longer doubling times (Fig 1A). However, following growth to saturation in YPD, all strains achieved similar final cell densities.

**Fig 1:**
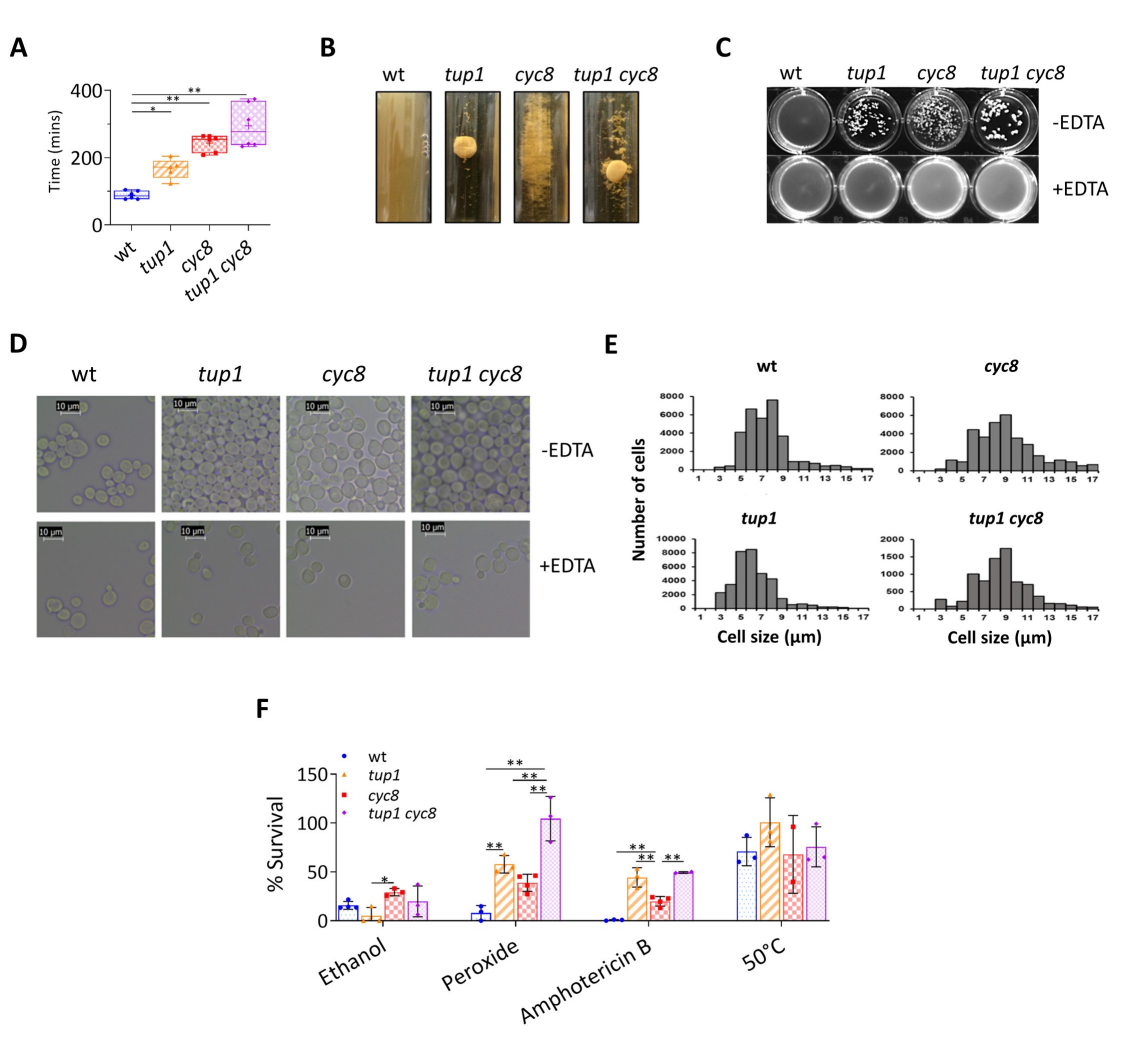
The *tup1*, *cyc8* and *tup1 cyc8* deletion mutants display different cell growth, flocculation, cell morphology and stress response characteristics. (A) Cell doubling times (min) of the strains indicated during exponential growth in YPD showing mean (+), median (line) and standard deviation from 5 biological replicates. (B) Images of cultures of the strains indicated taken after growth in YPD broth for 24 hours. (C) Exponentially growing cultures and (D) cells, were photographed in the presence (+EDTA) and absence of EDTA (-EDTA). (E) Analysis of cell size during exponential growth. Histograms were constructed representing the distribution of cell sizes in each of the indicated strains. (F) Percentage survival of exponential wt, *tup1*, *cyc8* and *tup1 cyc8* cultures incubated in the presence of the stressor indicated. Error bars represent standard deviation from 3 biological replicates (* represents a p-value of p<0.05, ** represents a p-value of p<0.005 determined by a One-way ANOVA).

A striking characteristic of *tup1* and *cyc8* mutant strains grown in liquid media is their strong flocculation phenotype [38,39]. Flocculation is the asexual aggregation of cells due to the expression of the *FLO* family of genes which are known to be repressed by Tup1-Cyc8 [40–42]. The *FLO* genes encode lectin-like cell wall proteins called flocculins which bind to the mannose residues within the cell walls of neighbouring cells [43]. Flocculation can be distinguished from other forms of cell aggregation by being a calcium-dependent process [44,45]. Thus, the addition of EDTA, which chelates calcium ions and disperses the flocs, can be used as a control to confirm this phenotype.

Following growth in broth, whereas the wt showed no flocculation, the *tup1* strain displayed large flocs, whilst the flocs in the *cyc8* strain were smaller and more widely dispersed throughout the liquid media (Fig 1B). The *tup1 cyc8* double deletion mutant showed an intermediate flocculation phenotype in which large flocs were visible in addition to more dispersed smaller flocs. Treatment of the *tup1*, *cyc8* and *tup1 cyc8* cultures with EDTA dispersed the cells confirming the flocculation phenotypes in each mutant (Fig 1C). Thus, deletion of *TUP1* yields the greatest visible flocculation phenotype.

When cells were visualised under the microscope, the *tup1* mutant cells were visible as large clumps of cells with little interstitial space evident (Fig 1D). The *cyc8* mutant formed smaller clumps of cells with more visible gaps between the cells. The double mutant resembled the *tup1* single mutant with large clumps of tightly packed cells being visible. These data suggest that *tup1* mutant cells might form tighter associations when flocculating compared to *cyc8* cells.

Profiling of the different EDTA-dispersed cell populations for cell size revealed that strains harbouring a *CYC8* mutation had a larger proportion of cells with larger cell sizes compared to wt or *tup1* cells (Fig 1E).

### Strains deleted for *CYC8* and *TUP1* have different responses to stressors

Flocculation is a stress response in which cells on the inside of a floc are shielded from chemical stressors which cannot easily infiltrate the tightly packed cells [46]. We therefore investigated the ability of each strain to tolerate a variety of stressors (Fig 1F).

When cells were exposed to ethanol, which can lead to loss of membrane integrity, wt survival was reduced to 20%. However, survival of the *tup1* mutant was 2-fold less than wt, survival of the *cyc8* mutant was higher than wt, and survival in the double mutant was similar to wt. Thus, the *cyc8* mutant showed the greatest resistance to ethanol, despite this strain showing the weakest visible flocculation phenotype. Conversely, the highly flocculant *tup1* mutant was more sensitive to ethanol than wt.

When cells were exposed to H_2_O_2_, which can cause oxidative damage, wt survival was reduced to 10% whereas all the mutants showed significantly increased survival. The *tup1* mutant showed more survival than the *cyc8* mutant, whilst survival was the greatest in the double mutant. Thus, resistance to H_2_O_2_ was greatest in the *tup1 cyc8* double mutant which showed an intermediate flocculation phenotype.

Exposure of cells to amphotericin B, an antifungal drug which targets the cell membrane, caused almost 100% cell death in wt. However, all the mutants showed significantly increased survival levels with survival in the *tup1* mutant being >2-fold higher than that in the *cyc8* mutant. The double mutant showed survival levels similar to the *tup1* mutant.

The ability of the strains to tolerate high temperatures in liquid culture was included as a control, as temperature should affect all cells equally regardless of the extent of flocculation [46]. As expected, following exposure of cells to high temperature (50°C), no significant difference in survival in any of the strains could be detected.

Thus, the mutants showed differences in their resistance to chemical stressors that were not always dependent upon their flocculant phenotypes.

### Strains deleted for *TUP1* de-repress *FLO1* gene transcription to the greatest extent

The most striking phenotype displayed by the mutant strains was the flocculation phenotype which is mediated by expression of the *FLO* family of genes [42]. We therefore measured *FLO* gene transcription in each mutant and wt (Figs 2A and S1).

**Fig 2:**
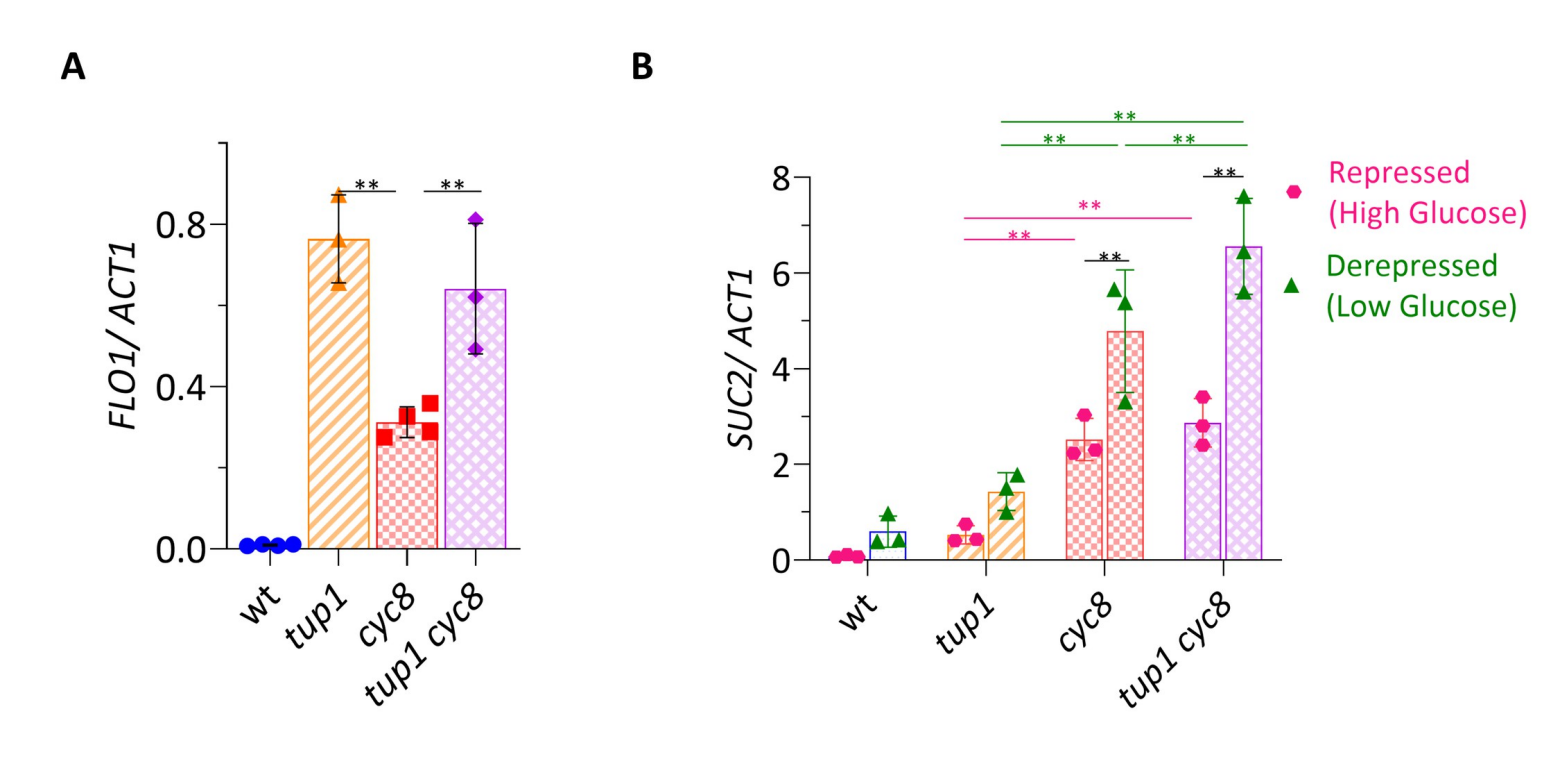
*tup1* and *cyc8* mutants de-repress the *FLO1* and *SUC2* genes to different extents. (A) *FLO1* transcript levels measured using RT-qPCR. The fold change in *FLO1* de-repression in *tup1*, *cyc8* and *tup1 cyc8* relative to wt was 78-, 31- and 66-fold, respectively. (B) *SUC2* transcript levels measured following growth on high (Repressed) and low (De-repressed) glucose levels. In all graphs, values were normalised to *ACT1* mRNA and error bars reflect standard deviation from 3–4 biological replicates (** represents a p-value of p<0.005 determined by a One-way ANOVA analysis).

The mRNA levels of the *FLO* genes were low in wt, consistent with Tup1-Cyc8 dependent repression of transcription, and correlating with the lack of flocculation in the parent strain. Consistent with *FLO1* being the dominant flocculation gene, *FLO1* mRNA levels were the highest of the *FLO* genes tested in each of the mutants (Figs 2A and S1). *FLO1* mRNA levels were greater in the *tup1* mutant than in the *cyc8* mutant. Interestingly, the fact that *FLO1* transcription in the *cyc8* single mutant was further de-repressed when *TUP1* was additionally deleted (Fig 2A, compare *cyc8* and *tup1 cyc8*) suggests that *TUP1* can exert a repressive effect upon *FLO1* in the absence of *CYC8*. Thus, the extent of *FLO1* de-repression correlates with the flocculation phenotypes of each strain and *TUP1* makes the major contribution to *FLO1* repression.

### Strains deleted for *CYC8* de-repress *SUC2* gene transcription to the greatest extent

Another well-characterised gene subject to Tup1-Cyc8 dependent repression is the *SUC2* gene [47]. *SUC2* encodes invertase which hydrolyses sucrose to yield glucose and fructose. The gene is repressed in the presence of high levels of glucose and is induced under conditions of low glucose [48,49]. We therefore analysed *SUC2* transcription in the *cyc8* and *tup1* single and double mutants under conditions of high and low glucose (Fig 2B).

Consistent with published data, *SUC2* mRNA in wt was barely detectable under conditions of high glucose (repressed), whilst the gene was significantly de-repressed under conditions of low glucose (de-repressed) (Fig 2B, wt) [49].

In the *tup1* mutant, the level of *SUC2* mRNA in the repressed (high glucose) condition was similar to the *SUC2* mRNA present in the wt strain under the de-repressed (low glucose) condition (Fig 2B, *tup1*). This is consistent with the loss of glucose repression of *SUC2* in the *tup1* mutant due to disruption of the Tup1-Cyc8 complex [48]. However, *SUC2* mRNA levels were even greater when the *tup1* mutant was grown under low glucose conditions.

In both the *cyc8* and the *tup1 cyc8* double mutant strains grown on high glucose, *SUC2* mRNA levels were higher than levels found in both the repressed and de-repressed *tup1* cells (Fig 2B). *SUC2* mRNA was also further elevated in the *cyc8* and the *tup1 cyc8* double mutant cells when grown under low glucose conditions.

Together, these data show that in the wt strain under conditions of low glucose, *TUP1* and *CYC8* still exert a repressive effect upon *SUC2* transcription. The fact that transcription in the *tup1* single mutant is further de-repressed in either the repressed or de-repressed conditions when *CYC8* is additionally deleted (Fig 2B, compare *tup1* and *tup1 cyc8*) suggests that the lower levels of *SUC2* mRNA in the *tup1* mutant under either glucose condition is dependent upon *CYC8*. Finally, these data show that even in the absence of both Tup1p and Cyc8p, *SUC2* is not fully de-repressed when glucose is present.

Thus, *CYC8* makes the major contribution to *SUC2* repression and can exert a repressive effect upon *SUC2* transcription in the absence of *TUP1*. Furthermore, *TUP1* and *CYC8* continue to exert a repressive effect upon *SUC2* transcription during the de-repressing conditions associated with a low-glucose environment.

### Different numbers of genes are upregulated in *cyc8* and *tup1* deletion mutants

We next examined global transcription in the *tup1*, *cyc8* and *tup1 cyc8* mutants to determine if there were more widespread differences in gene transcription in strains deleted for *TUP1* and/or *CYC8*.

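Total RNA from 3 biological replicates of each of 4 strains, wt, *tup1*, *cyc8* and *tup1 cyc8*, was sequenced on an Illumina HiSeq after rRNA depletion and strand-specific library preparation, which gave 12 libraries. The cells had grown exponentially in 2% glucose at 30°C. The authors trimmed the reads, mapped them to the S288c genome and counted the reads that hit a single gene with featureCounts. They deposited these raw counts without normalisation, in a table for each mutant with the same 3 wt libraries. The paper's text does not name the strand setting of the counting, so genes that overlap a neighbour are uncertain here, as are genes whose sequence is repeated elsewhere in the genome. Between 14854146 and 15520064 reads per library were counted on named genes in wt (median 15481217), between 12878893 and 17898833 in *tup1* (median 15481402), between 14228301 and 17467516 in *cyc8* (median 15970374) and between 12643361 and 16874435 in *tup1 cyc8* (median 15166259). Each mutant was compared with wt in its own fit of 6 libraries with edgeR, using TMM normalisation, the quasi-likelihood F-test and Benjamini-Hochberg adjustment. edgeR's filter on low counts left 5927 genes for *tup1*, 5954 for *cyc8* and 5942 for *tup1 cyc8*. Genes were called upregulated or downregulated at the paper's limits, a log2 fold change of at least 1 in either direction and an adjusted p of at most 0.01. The mutants were compared with one another in a fit of all 12 libraries, which covered 5995 genes and also gave the CPM reported for single genes, their counts scaled to a common library size with TMM factors. Coordinates are those of the R64 assembly, whose gene positions matched the paper's S2 Appendix for 338 of 338 genes.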

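The deleted genes were read first. *TUP1* (YCR084C, chromosome III, 260311 to 262452) had 468 ± 12.2 CPM in wt (SD, n = 3), 19.2 ± 2.04 in *tup1* (SD, n = 3), 406 ± 38.3 in *cyc8* (SD, n = 3) and 20.2 ± 1.10 in *tup1 cyc8* (SD, n = 3). *CYC8* (YBR112C, chromosome II, 462870 to 465770) had 188 ± 8.41 CPM in wt, 185 ± 25.6 in *tup1*, 8.50 ± 1.05 in *cyc8* and 84.2 ± 4.58 in *tup1 cyc8* (SD, n = 3 each). *CYC8* was thus at 4.52% of its wt level in *cyc8* but at 44.7% in *tup1 cyc8*, a log2 fold change of -1.15 (standard error 0.10, adjusted p = 3.3e-05 from edgeR's quasi-likelihood test). *URA3* (YEL021W, chromosome V, 116167 to 116970), the marker that replaces *CYC8* in the double mutant according to S2 Table, had at most 2 counts in each of the 9 other libraries and 626, 687 and 411 counts in the *tup1 cyc8* libraries, at least 233-fold higher than wt. The *LEU2* and *MET15* genes, deleted in all strains, had 0 counts. *HIS3*, for which S2 Table lists the *his3Δ1* allele in all strains, had counts in every library. They ran from 996 in wt replicate 1 to 2129 in *cyc8* replicate 2.

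**Figure D1:**
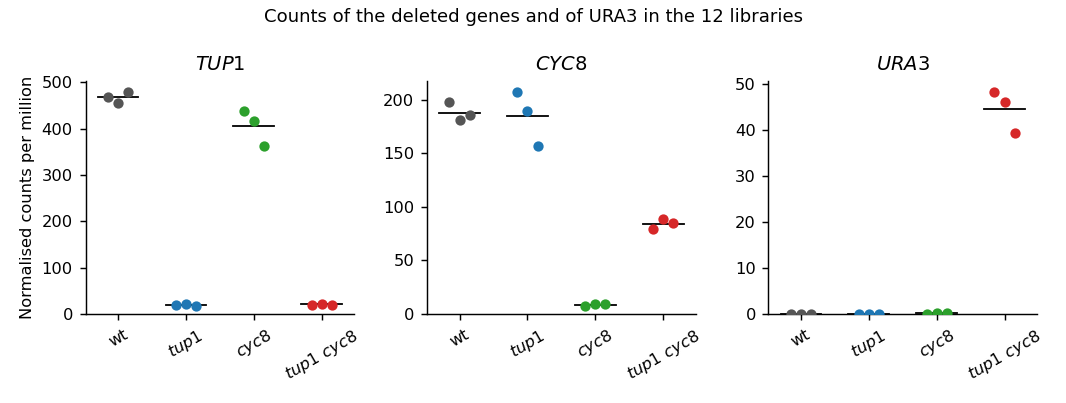
CPM of *TUP1*, *CYC8* and *URA3* (y axes) in each of the 12 libraries (points), by strain, with the mean of the 3 libraries as a line. *TUP1* lies near 20 in *tup1* and *tup1 cyc8*, while *CYC8* lies at 8.50 in *cyc8* and at 84.2 in *tup1 cyc8*.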

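In these fits, 431 genes were upregulated in *tup1*, 744 in *cyc8* and 824 in *tup1 cyc8*, with a median log2 fold change of 2.15, 1.98 and 1.93. At an adjusted p of at most 0.01 without a limit on the fold change, 622, 968 and 1250 genes were higher than in wt. The part of the paper's S1 Appendix that could be read lists 468, 807 and 851 upregulated genes, and it shares 428 of the 431 genes, 740 of the 744 and 817 of the 824. The largest increases were in seripauperin genes. *PAU24* (YBR301W, chromosome II, 809057 to 809419) had a log2 fold change of 8.36 in *tup1* (standard error 0.37, adjusted p = 9.6e-07), 10.07 in *cyc8* (standard error 0.59, adjusted p = 1.4e-05) and 11.67 in *tup1 cyc8* (standard error 0.51, adjusted p = 7.3e-07), by edgeR's quasi-likelihood test. *PAU20* and *PAU13* rose by 8.39 and 8.12 on the log2 scale in *tup1*, and by 12.54 and 12.04 in *tup1 cyc8*. These genes share 74.8%, 76.3% and 85.0% of their sequence with other places in the genome, so the counts of each copy are uncertain. Among the alternatives that kept every library, testing against a 2-fold change with edgeR's glmTreat moved these numbers the most, to 260, 398 and 478 upregulated genes. Without any single library, the numbers ran from 364 to 515, from 570 to 825 and from 734 to 868.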

Consistent with Tup1-Cyc8 having been best characterised as a co-repressor of gene transcription, 469 genes were upregulated in the *tup1* mutant, 809 genes were upregulated in the *cyc8* mutant, and 851 genes were upregulated the *tup1 cyc8* double mutant (Fig 3A) [2]. Conversely, only 86, 124 and 114 genes were downregulated more than two-fold in the *tup1*, *cyc8* and *tup1 cyc8* mutants, respectively. 

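By the same test, 85 genes were downregulated in *tup1*, 114 in *cyc8* and 112 in *tup1 cyc8*, so that upregulated genes made up 83.5%, 86.7% and 88.0% of the genes past both limits. With the counts scaled to library size only, in place of TMM, 103, 367 and 753 genes were downregulated and the upregulated share fell to 79.4%, 61.1% and 42.5%. This scaling moved the median log2 fold change of all genes to -0.16, -0.38 and -0.50. The number of downregulated genes in *cyc8* was 212 without *cyc8* replicate 1, a library that lay apart from the other *cyc8* libraries, and between 88 and 212 over the 6 fits that each left out a library. Among the genes with the largest decreases, *YMR045C* (chromosome XIII, 357359 to 362627) changed by -3.54 on the log2 scale in *tup1* (standard error 0.11, adjusted p = 1.7e-07), by -5.42 in *cyc8* (standard error 0.15, adjusted p = 1.3e-06) and by -4.46 in *tup1 cyc8* (standard error 0.14, adjusted p = 1.4e-07), by edgeR's quasi-likelihood test. It is a retrotransposon gene with 94.2% of its sequence repeated elsewhere. The paper goes on with the upregulated genes, for which it proposes a role of *TUP1* and *CYC8* in repression.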

We therefore focussed our analysis on the genes that were upregulated in the *tup1*, *cyc8* and *tup1 cyc8* mutant strains compared to wt, where *TUP1* and *CYC8* could be inferred to be playing a role in gene repression.

**Fig 3:**
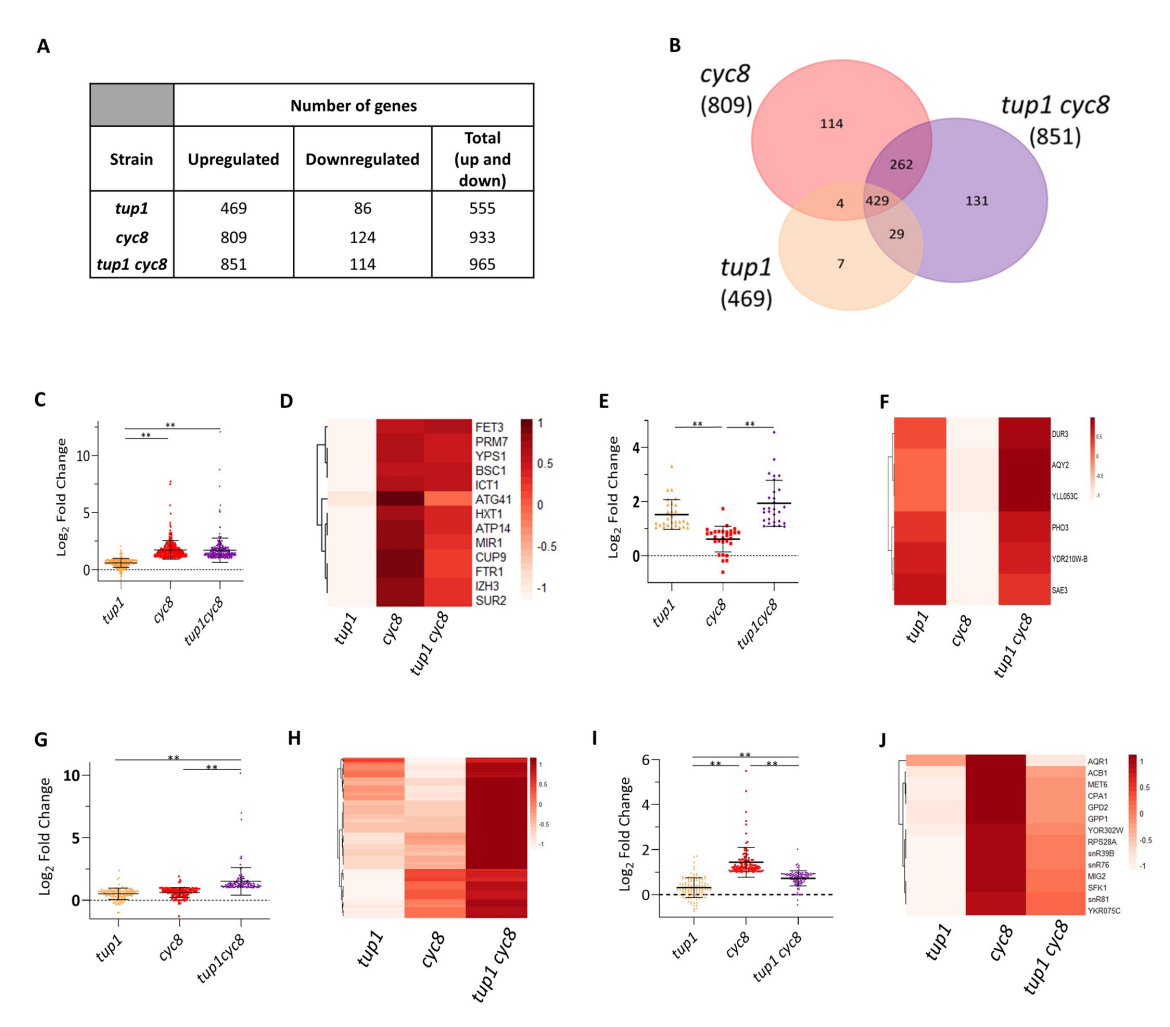
Comparison of genes up and downregulated in *tup1*, *cyc8*, and *tup1 cyc8* mutants compared to wt. (A) Table showing the number of genes at least two-fold up- and downregulated in each mutant compared to wt (|log2 fold-change| ≥ 1, adjusted p-value p ≤ 0.01). (B) Venn diagram of all genes that are at least two-fold upregulated in *tup1*, *cyc8* and *tup1 cyc8*, compared to wt. (C) Scatterplot showing the log_2_ fold change values of the 262 genes that were upregulated only in the *cyc8* and *tup1 cyc8* mutant strains. (D) Cluster heatmap for the 13 genes designated as uniquely repressed via *CYC8*. (E) Scatterplot showing the log_2_ fold change values of the 29 genes that were upregulated only in the *tup1* and *tup1 cyc8* mutants. (F) Cluster heatmap for the 6 genes identified as being subject to unique repression via *TUP1*. (G) Scatterplot showing the log_2_ fold change values of the 131 genes upregulated only in the *tup1 cyc8* double mutant. (H) Cluster heatmap for the 131 genes subject to potential redundant *TUP1* and *CYC8* repression. (I) Scatterplot showing the log_2_ fold change values of the 114 genes upregulated only in the *cyc8* mutant compared to wt. (J) Cluster heatmap for the 14 genes which showed no, or minimal upregulation in the absence of *TUP1*, but were upregulated in the absence of *CYC8*. In all graphs, error bars reflect standard deviation (* represents a p-value of p<0.05, ** represents a p-value of p<0.005 determined by ANOVA analysis). Each heatmap displays Z-scores for each gene; each row represents a gene, and each column represents a deletion mutant. The colour scale indicates the standard deviations above or below the mean fold change for each gene compared to wt.

According to the current model for Tup1-Cyc8 complex activity, it would be predicted that if Tup1p and Cyc8p functioned solely within the Tup1-Cyc8 complex, the same genes would be upregulated in each of the single and double mutants. However, there were 7, 114 and 131 genes exclusively upregulated in the *tup1*, *cyc8* and *tup1 cyc8* mutants, respectively (Fig 3B), suggesting unique cohorts of *TUP1* and *CYC8* repressed genes.

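The sets of the Venn diagram were formed from the 3 comparisons with wt. 5 genes were upregulated only in *tup1* (*ARI1*, *BSC2*, *CSH1*, *MIX14* and *YOL118C*), 93 only in *cyc8* and 148 only in *tup1 cyc8*, while 393 were upregulated in all 3 mutants, 254 in *cyc8* and *tup1 cyc8* only, 29 in *tup1* and *tup1 cyc8* only, and 4 in *tup1* and *cyc8* only (*GRX7*, *TDA6*, *YDR461C-A* and *YPR1*). In the fit of all 12 libraries, 586 genes were higher and 300 lower in *cyc8* than in *tup1* at an adjusted p of at most 0.01 by edgeR's quasi-likelihood test. Over the 12 fits that each left out a library, the genes upregulated only in *tup1* numbered 3 to 12, those only in *cyc8* 55 to 157 and those only in *tup1 cyc8* 95 to 221. The number for *cyc8* was 157 without *cyc8* replicate 1 and 55 without wt replicate 1. The comparisons share the wt libraries, which alone makes their log2 fold changes correlate. In 20 draws, all 12 libraries, wt included, were simulated without strain differences from the mean levels of these wt libraries. The draws gave a median r of 0.495 between *tup1* and *cyc8*, where 0.865 was observed. In each draw, 0 genes were upregulated in all 3. Each gene was drawn independently, so a deviation of a wt library that many genes share was left out.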

### Genes showing independent repression by *CYC8* and *TUP1*

The data showing 262 genes upregulated only in the *cyc8* and *tup1 cyc8* mutants compared to wt suggests that these genes are subject to unique repression by *CYC8* (Fig 3B). Although a scatter plot confirms that the average upregulation of transcription of these genes in the *cyc8* and *tup1 cyc8* mutants was greater than transcription in the *tup1* mutant (Fig 3C), to identify those genes solely repressed via *CYC8* more accurately we set three, more stringent, parameters. 

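These 254 genes had a mean log2 fold change, on the scale of log2(CPM + 1), of 1.57 ± 0.18 in *cyc8* and 1.54 ± 0.01 in *tup1 cyc8*, against 0.62 ± 0.03 in *tup1* (SD over the n = 3 libraries of each strain). The lowest *cyc8* library, at 1.36, lay above the highest *tup1* library, at 0.64. The set was itself chosen for being upregulated in *cyc8* and *tup1 cyc8* and not in *tup1*, which fixes the direction of this difference. It held 115 genes with library size scaling and 181 to 308 genes when a library was left out.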

Firstly, we proposed that the genes must show minimal transcription in the *tup1* mutant compared to wt (cut off = Log_2_ fold-change (FC) ≤0.3). Secondly, upregulation of these genes should not be higher in the *tup1 cyc8* double mutant compared to the *cyc8* mutant. Thirdly, we excluded genes showing very low transcription levels in the mutants (cut off average transcripts per million (TPM) ≤60). This analysis uncovered 13 genes which we propose are uniquely repressed via *CYC8* in wt (Figs 3D, S2A and S2B). 

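The paper applies its TPM limit to levels in the mutants, and the mean over the *cyc8* and *tup1 cyc8* libraries was used here. 13 genes met the 3 parameters, *ATP14*, *CUP9*, *FTR1*, *GAS5*, *HXT1*, *IZH3*, *MET13*, *MIR1*, *PRM7*, *SUR2*, *UTH1*, *YPS1* and snR19, of which 9 are among the genes of Fig 3D. *SUR2* (YDR297W, chromosome IV, 1056551 to 1057600) had 167 ± 27.4 CPM in wt, 94.9 ± 9.97 in *tup1*, 646 ± 36.5 in *cyc8* and 357 ± 23.0 in *tup1 cyc8* (SD, n = 3 each). Relative to wt, *SUR2* changed by -0.83 on the log2 scale in *tup1* (standard error 0.14, adjusted p = 0.0033), 1.95 in *cyc8* (standard error 0.15, adjusted p = 6.4e-05) and 1.11 in *tup1 cyc8* (standard error 0.14, adjusted p = 0.00033), by edgeR's quasi-likelihood test. The *tup1 cyc8* minus *cyc8* difference was -0.85 (edgeR, adjusted p = 0.0013). The *tup1 cyc8* value dropped to 0.98, under the limit of 1, without wt replicate 3, and to 0.64 with library size scaling. The set held 13 genes with TPM averaged over all 3 mutants and, chosen after seeing the data, 11 where every mutant had to pass the TPM limit and 15 where any mutant had to. It held 29 genes with no limit on TPM, 16 with DESeq2, 3 with library size scaling and 1 with glmTreat, and between 5 (without wt replicate 1) and 15 (without *cyc8* replicate 1) genes when a library was left out.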

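The 29 genes upregulated only in *tup1* and *tup1 cyc8* had a mean log2 fold change of 1.41 ± 0.09 in *tup1*, 0.69 ± 0.07 in *cyc8* and 1.84 ± 0.17 in *tup1 cyc8* (SD, n = 3 libraries each, log2(CPM + 1)), and numbered 69 without wt replicate 3. The parameters set for *CYC8* were mirrored: 5 of the 29 genes had a log2 fold change of at most 0.3 in *cyc8*, 8 were not higher in *tup1 cyc8* than in *tup1*, and 12 had a mean TPM above 60 over the *tup1* and *tup1 cyc8* libraries. 0 genes met all 3, and the same number did so where an unadjusted p of at most 0.05 replaced the adjusted p. *PHO3* (YBR092C, chromosome II, 427698 to 429101) had 544 ± 62.2 CPM in wt, 1114 ± 117 in *tup1*, 551 ± 29.9 in *cyc8* and 1226 ± 458 in *tup1 cyc8* (SD, n = 3 each). *PHO3* changed by 1.02 on the log2 scale in *tup1* (adjusted p = 0.00061), 0.02 in *cyc8* (adjusted p = 0.90) and 1.18 in *tup1 cyc8* (adjusted p = 0.0054), by edgeR's quasi-likelihood test, so it was higher in the double mutant than in *tup1*, by 0.14 in the direct comparison (adjusted p = 0.66). Its *tup1 cyc8* change missed a limit in 5 of the 6 fits that left out a library, and 15.4% of its sequence is repeated elsewhere. *DUR3* (YHL016C, chromosome VIII, 72037 to 74244) changed by 2.06 in *tup1*, 0.02 in *cyc8* and 3.03 in *tup1 cyc8*, and was higher in *tup1 cyc8* than in *tup1* by 0.94 (edgeR, adjusted p = 0.00031). *AQY2* and *YLL053C*, which overlap each other on the same strand, changed by 1.18 and 1.23 in *tup1*, by -0.21 and -0.20 in *cyc8* and by 2.34 and 2.43 in *tup1 cyc8*. With library size scaling or with no limit on TPM, 1 gene met the parameters.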

A similar analysis of the 29 genes upregulated only in the *tup1* and *tup1 cyc8* mutants (Fig 3B and 3E) revealed 6 genes uniquely repressed via *TUP1* (Figs 3F, S2C and S2D).

### Genes subject to redundant repression by *CYC8* and *TUP1*

We next investigated the 131 genes that were upregulated at least two-fold only in the *tup1 cyc8* double mutant (Fig 3B, 3G and 3H). This result indicates that each subunit can compensate for the absence of the other to bring about repression at these genes. 

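The 148 genes upregulated only in *tup1 cyc8* had a mean log2 fold change of 0.55 ± 0.08 in *tup1*, 0.68 ± 0.11 in *cyc8* and 1.31 ± 0.07 in *tup1 cyc8* (SD, n = 3 libraries each, log2(CPM + 1)). In direct comparisons between mutants by edgeR's quasi-likelihood test, at an adjusted p of at most 0.01 over all genes, 24 of the 148 were higher in *tup1 cyc8* than in *cyc8*, 48 were higher than in *tup1*, and 17 were higher than in both. DESeq2 gave 31 genes higher than in both, an adjusted p of at most 0.05 gave 39, and library size scaling, with a set of 67 genes, gave 8. In a fit of the *tup1* and *tup1 cyc8* libraries alone, chosen after seeing the data, 62 of the 148 were higher than in *tup1*, and 79 with the replicate number as a block. When a library was left out, the number higher than in both ran from 11 (without *tup1 cyc8* replicate 3) to 24 (without *cyc8* replicate 1). From the upregulation of these genes in the double mutant only, the paper reasons that each subunit can compensate for the other.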

Full gene de-repression is only achieved when both subunits are deleted. An example of a gene subject to potential redundant repression via *TUP1* and *CYC8* was *FIT2* (S2E Fig).

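*FIT2* (YOR382W, chromosome XV, 1059531 to 1059992) had 336 ± 212 CPM in wt, 1081 ± 381 in *tup1*, 1033 ± 975 in *cyc8* and 3441 ± 932 in *tup1 cyc8* (SD, n = 3 each). Its log2 fold change was 1.67 in *tup1* (standard error 0.54, adjusted p = 0.055), 1.62 in *cyc8* (standard error 0.77, adjusted p = 0.12) and 3.37 in *tup1 cyc8* (standard error 0.57, adjusted p = 0.0017), by edgeR's quasi-likelihood test. The double mutant exceeded *cyc8* by 1.74 (edgeR, adjusted p = 0.10) and *tup1* by 1.67 (adjusted p = 0.064), neither past the limit of 0.01. In a fit of the *tup1* and *tup1 cyc8* libraries alone, chosen after seeing the data, the difference from *tup1* was 1.65 and passed (edgeR, adjusted p = 0.0018), as it did with the replicate number as a block (0.0033), while the adjusted p lay between 0.032 and 0.099 under the other alternatives that kept every library. A wt and a *cyc8* library lay apart from their replicates, with 91.8 CPM in wt replicate 3 against 442 and 473, and 2158 in *cyc8* replicate 1 against 486 and 454. Without wt replicate 3 the *tup1* change was 1.24 and passed (edgeR, adjusted p = 0.0067, and up to 0.14 without another library). Without *cyc8* replicate 1 the *cyc8* change was 0.47 and the double mutant exceeded *cyc8* by 2.85 (edgeR, adjusted p = 0.0048, and up to 0.28 without another library). The fit with the replicate number as a block also gave an edgeR adjusted p under the limit in *tup1* (0.0096, and up to 0.077 under the other alternatives).

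**Figure D2:**
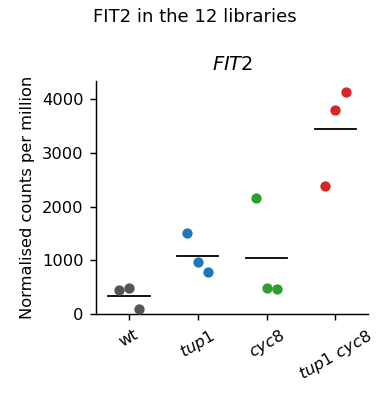
CPM of *FIT2* (y axis) in each of the 12 libraries (points), by strain, with the mean of the 3 libraries as a line. The 3 *tup1 cyc8* libraries, from 2382 to 4137, lie above every other library.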

### Evidence of *CYC8*-repressed genes subject to positive regulation via *TUP1*

We next examined the genes which were de-repressed in either or both *tup1* and *cyc8* single mutants, but which were not de-repressed in the double mutant (Fig 3B). For example, there were 114 genes significantly upregulated only in the *cyc8* mutant (Fig 3B and 3I). This profile suggests that these genes were subject to unique *CYC8*-dependent repression but were *TUP1*-dependent for transcription in the absence of *CYC8*. 

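These genes numbered 93 here, with a mean log2 fold change of 1.26 ± 0.16 in *cyc8*, 0.27 ± 0.06 in *tup1* and 0.71 ± 0.05 in *tup1 cyc8* (SD, n = 3 libraries each, log2(CPM + 1)). In the direct comparison of *tup1 cyc8* with *cyc8* by edgeR's quasi-likelihood test, 6 of the 93 were lower in the double mutant at an adjusted p of at most 0.01. The *cyc8* replicate 1 library decided this number, which was 63 of 157 genes without it and 2 without *cyc8* replicate 2. It was 21 with DESeq2, 27 at an adjusted p of at most 0.05 and 1 with glmTreat, for which the set itself held 50 genes.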

To increase the stringency for this gene cohort, genes showing very low levels of transcription (average TPM of <60) in each of the mutants were discarded, and genes showing any change in transcription in the *tup1* mutant were also excluded. This revealed a cohort of 14 *CYC8* repressed genes at which *TUP1* was required for their transcription in the absence of *CYC8* (Figs 3J and S2F).

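The paper gives no number for a change in *tup1*, so a log2 fold change within 0.3 of 0 was used, with a mean TPM of at least 60 over the *cyc8* libraries. The paper applies its TPM limit to each of the mutants. 24 genes met both, of which 8 are in Fig 3J, among them *ACB1*, *AQR1*, *CPA1*, *GPD2*, *GPP1*, *MET6*, *RPS28A* and *YOR302W*. *MET6* (YER091C, chromosome V, 339864 to 342167) had 692 ± 154 CPM in wt, 648 ± 90.6 in *tup1*, 2695 ± 721 in *cyc8* and 1146 ± 625 in *tup1 cyc8* (SD, n = 3 each). Its log2 fold change was -0.11 in *tup1* (standard error 0.17, adjusted p = 0.67), 1.96 in *cyc8* (standard error 0.25, adjusted p = 0.00071) and 0.74 in *tup1 cyc8* (standard error 0.36, adjusted p = 0.12), by edgeR's quasi-likelihood test. It was lower in *tup1 cyc8* than in *cyc8* by -1.23, with an adjusted p of 0.032 that did not pass the limit. Without *tup1 cyc8* replicate 2, whose 1834 CPM stood against 612 and 994, this difference was -1.77 and passed (adjusted p = 0.0032), as it did with DESeq2 (0.0021) and without *cyc8* replicate 1. The adjusted p reached 0.13 without another library and 0.033 under the other alternatives. The set held 42 genes without *cyc8* replicate 1, 14 without wt replicate 1 and 14 without *cyc8* replicate 2. It held 41 where an adjusted p above 0.01 in *tup1* replaced the limit of 0.3, and 6 with glmTreat. With TPM averaged over all 3 mutants it held 19. Chosen after seeing the data, a TPM limit that every mutant had to pass gave 17 genes, without *AQR1*, and one that any mutant had to pass gave 24.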

### Distinct levels of gene de-repression occur in *tup1* and *cyc8* mutants

We next examined the transcription levels of all the genes upregulated in the *tup1*, *cyc8* and *tup1 cyc8* mutants to determine if there were any general differences in the levels of gene de-repression in any of these strains which might indicate distinct contributions to gene repression by *TUP1* or *CYC8*.

Comparison of the levels of de-repression of the total number of genes de-repressed in the *cyc8* (809), *tup1* (469) and *tup1 cyc8* (851) strains revealed no difference in their average levels of de-repression (Fig 4A). However, examination of the 429 genes commonly upregulated in the *tup1*, *cyc8* and *tup1 cyc8* mutants revealed average upregulation was the least in *tup1*, was higher in *cyc8*, and was highest in *tup1 cyc8* (Fig 4B). Furthermore, the average upregulation of these commonly repressed genes in the *cyc8* and *tup1 cyc8* mutants was significantly greater than the average upregulation of the total number of genes de-repressed in these strains (compare Fig 4B to 4A). This indicates that the set of 429 commonly repressed genes represents a core set of genes that are subject to (i) robust repression by *TUP1* and *CYC8* and (ii), distinct levels of repression by *TUP1* and *CYC8*, with *CYC8*, on average, making the greater contribution to their repression than *TUP1*.

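The mean log2 fold change of all genes upregulated in a strain was 2.33 ± 0.04 over the 431 genes of *tup1*, 2.24 ± 0.20 over the 744 genes of *cyc8* and 2.39 ± 0.02 over the 824 genes of *tup1 cyc8*. Each mean and SD is over n = 3 libraries on the scale of log2(CPM + 1), which understates the change of genes with few counts. *cyc8* minus *tup1* was -0.09 (p = 0.9), *tup1 cyc8* minus *tup1* was 0.06 (p = 0.1) and *tup1 cyc8* minus *cyc8* was 0.15 (p = 0.1), by exact permutation tests over the libraries, two-sided, for which 0.1 is the smallest p that 3 libraries against 3 allow. The direction of the first 2 differences was not stable, and the third kept its direction but ran from 0.00315 without *cyc8* replicate 2 to 0.30 without *tup1 cyc8* replicate 3. Leaving out a library moved *cyc8* minus *tup1* between -0.26 and 0.06, with a positive value without *cyc8* replicate 2, *cyc8* replicate 3 or wt replicate 3. It moved *tup1 cyc8* minus *tup1* between -0.11 and 0.21, with a negative value without any of the *tup1* libraries.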

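Over the 393 genes upregulated in all 3 mutants, the mean log2 fold change was 2.42 ± 0.03 in *tup1*, 2.91 ± 0.23 in *cyc8* and 3.39 ± 0.03 in *tup1 cyc8* (SD, n = 3 libraries each, log2(CPM + 1)). *cyc8* exceeded *tup1* by 0.49, *tup1 cyc8* exceeded *tup1* by 0.97 and *tup1 cyc8* exceeded *cyc8* by 0.47, and in each pair every library of the higher strain lay above every library of the lower (exact permutation tests over the libraries, two-sided, p = 0.1, the smallest possible). *cyc8* replicate 1, at 2.65, was the lowest *cyc8* library. Without it *cyc8* exceeded *tup1* by 0.62 and *tup1 cyc8* exceeded *cyc8* by 0.34. The 3 differences kept their direction with every library left out and under each other alternative. Among the alternatives that kept every library, the smallest values were 0.31, 0.71 and 0.39, under library size scaling. From these averages, the paper concludes that the commonly repressed genes are subject to distinct levels of repression by *TUP1* and *CYC8*, with the greater contribution from *CYC8*.

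**Figure D3:**
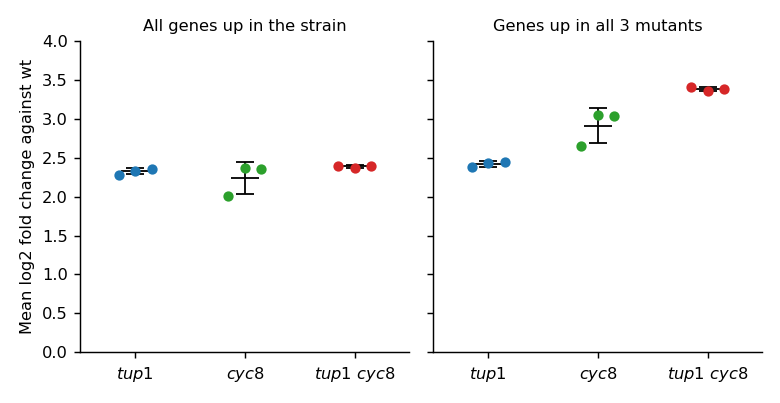
Mean log2 fold change against wt (y axis) of each mutant library (points) over all genes upregulated in its strain (left) and over the 393 genes upregulated in all 3 mutants (right), with the mean and SD of the 3 libraries as bars. On the left the strain means lie between 2.24 and 2.39, on the right they rise from 2.42 in *tup1* to 3.39 in *tup1 cyc8*.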

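In the same libraries, the mean of the genes upregulated in all 3 mutants exceeded the mean of all genes upregulated in the strain by 0.67 in *cyc8* and by 1.00 in *tup1 cyc8*, and by 0.09 in *tup1*. Each gave p = 0.1 in an exact permutation test of the 3 library means of each set, two-sided, the smallest p possible. The same 3 libraries gave both sets of means, a pairing that this test ignores, so its p decides nothing here. The 393 common genes are part of each strain's full set, so the sets are not independent, and they make up most of the *tup1* set. When a library was left out, the differences ran from 0.57 to 0.80 in *cyc8*, from 0.87 to 1.07 in *tup1 cyc8* and from 0.08 to 0.12 in *tup1*. Under library size scaling they were 0.52, 0.60 and 0.12.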

**Fig 4:**
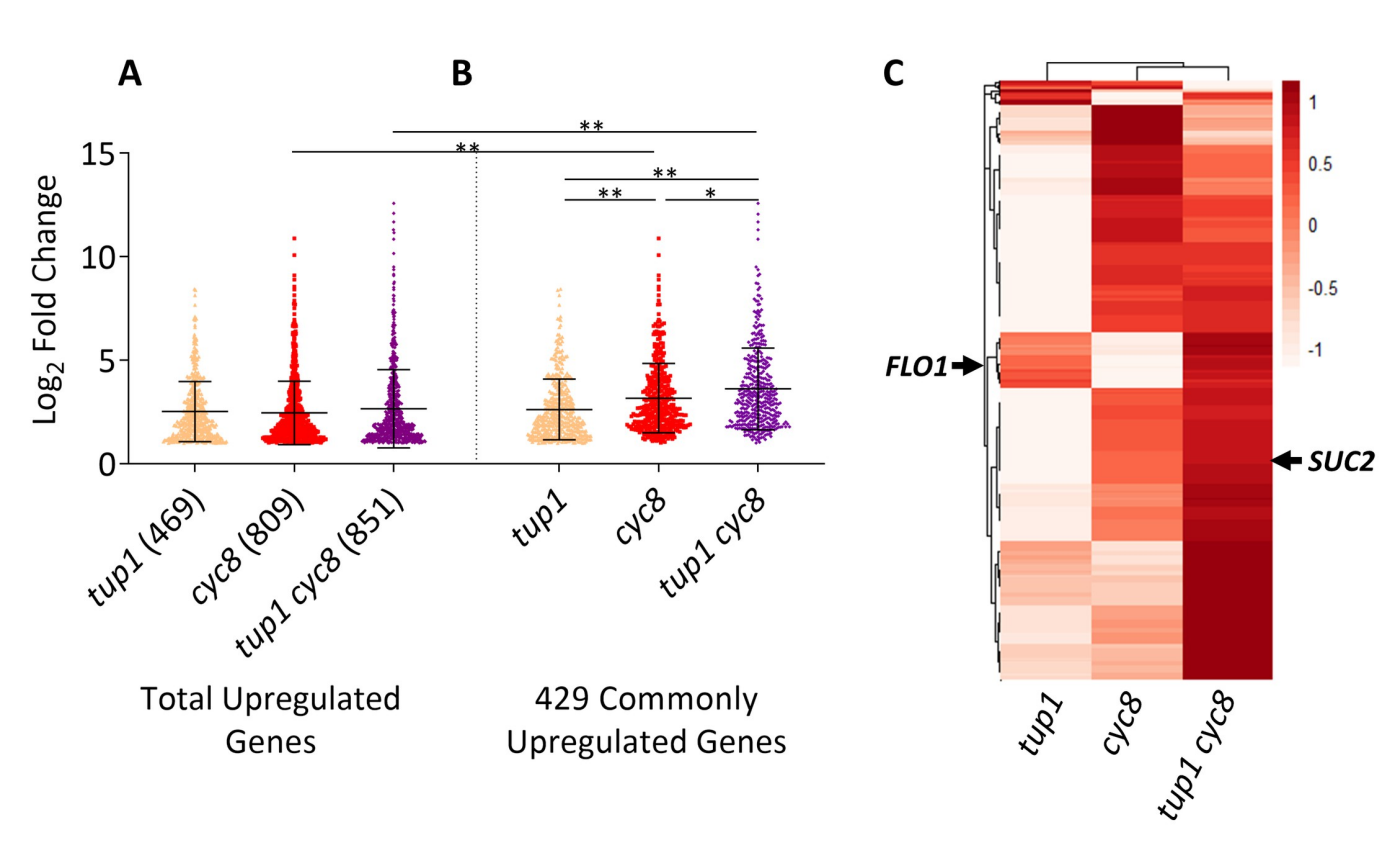
Commonly upregulated genes are upregulated by different amounts in each mutant strain. Scatterplots showing the log_2_ fold change values of (A) all genes at least two-fold upregulated in each of the deletion strains compared to wt, and (B) the 429 genes commonly upregulated in all three deletion mutants compared to wt. In each case, log_2_≥1, adjusted p-value of p≤0.01, mean, and standard deviation are shown (* represents a p-value of p≤0.05, ** represents a p value of p≤0.005 as determined by ANOVA analysis). (C) Cluster heatmap for the 429 genes at least two-fold upregulated in all three deletion strains compared to wt. The heatmap displays Z-scores for each gene; each row represents a gene, and each column represents a deletion mutant. The colour scale indicates the standard deviations above or below the mean fold change for each gene compared to wt.

### There are distinct cohorts of genes commonly repressed by *TUP1* and *CYC8*

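Of the genes upregulated in all 3 mutants, 271 had their highest log2 fold change in *tup1 cyc8*, 111 in *cyc8* and 11 in *tup1*, from the 3 comparisons with wt. In the fit of all 12 libraries, over all genes tested and not only these, 555 genes were higher in *tup1 cyc8* than in *tup1* and 185 were higher in *tup1 cyc8* than in *cyc8* at an adjusted p of at most 0.01 by edgeR's quasi-likelihood test. In a fit of the *tup1* and *tup1 cyc8* libraries alone, chosen after seeing the data, 659 genes were higher in *tup1 cyc8* than in *tup1*, and 767 with the replicate number as a block. The number highest in *tup1* was 40 with library size scaling and ran from 6 to 19 when a library was left out, while the numbers highest in *tup1 cyc8* and in *cyc8* ran from 232 to 283 and from 86 to 141.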

Visualisation of the relative levels of transcription of the 429 commonly de-repressed genes in the different mutants via a heat map confirmed that most genes had the highest de-repression in the *tup1 cyc8* mutant (Fig 4C). However, 110 genes had the highest de-repression in the *cyc8* mutant and the lowest de-repression in the *tup1* mutant (Fig 4C). 

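By this definition 101 genes were *SUC2*-type here, with a median log2 fold change of 1.65 in *tup1*, 3.03 in *cyc8* and 2.49 in *tup1 cyc8*. 43 of them were higher in *cyc8* than in *tup1* at an adjusted p of at most 0.01 by edgeR's quasi-likelihood test, and 6 had over 10% of their sequence repeated elsewhere in the genome. Without *cyc8* replicate 1, the set held 130 genes, 91 of them past the direct test. With DESeq2 66 of its genes passed the direct test, and with glmTreat 20 of 45 did.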

An example of a gene showing this transcription profile was *SUC2* (see Fig 2B). Additionally, there was a cohort of 40 genes which showed greater de-repression in the *tup1* mutant compared to the *cyc8* mutant, of which, *FLO1* was an example (Fig 4C, see Fig 2A). 

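*SUC2* (YIL162W, chromosome IX, 37385 to 38983) had 122 ± 4.09 CPM in wt, 1552 ± 165 in *tup1*, 5248 ± 773 in *cyc8* and 9461 ± 1030 in *tup1 cyc8* (SD, n = 3 each). Its log2 fold change was 3.66 in *tup1* (standard error 0.12, adjusted p = 2.1e-07), 5.43 in *cyc8* (standard error 0.17, adjusted p = 1.3e-06) and 6.29 in *tup1 cyc8* (standard error 0.16, adjusted p = 5.6e-08), by edgeR's quasi-likelihood test. It was higher in *cyc8* than in *tup1* by 1.76 (edgeR, adjusted p = 5.1e-06) and higher in *tup1 cyc8* than in *cyc8* by 0.85 (adjusted p = 0.0021). Its highest value was therefore in the double mutant, and it was not among the *SUC2*-type genes as defined above. When a library was left out, the *tup1 cyc8* minus *cyc8* difference stayed between 0.74 and 0.95, with an adjusted p of up to 0.020 that did not pass without *cyc8* replicate 2, *cyc8* replicate 3, *tup1 cyc8* replicate 1 or *tup1 cyc8* replicate 3.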

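Here 87 of the commonly upregulated genes had a higher log2 fold change in *tup1* than in *cyc8*, with medians of 2.75 in *tup1*, 2.19 in *cyc8* and 3.49 in *tup1 cyc8*. 22 of the 87 were higher in *tup1* than in *cyc8* at an adjusted p of at most 0.01 by edgeR's quasi-likelihood test, and 19 had over 10% of their sequence repeated elsewhere. The set held 53 genes with glmTreat and 109 with library size scaling, and between 69 and 95 when a library was left out. *FLO1* (YAR050W, chromosome I, 203403 to 208016), with 64.6% of its sequence repeated, had 18.3 ± 3.45 CPM in wt, 2242 ± 262 in *tup1*, 1028 ± 366 in *cyc8* and 2819 ± 360 in *tup1 cyc8* (SD, n = 3 each). By edgeR's quasi-likelihood test, its increase on the log2 scale was 6.92 in *tup1* (standard error 0.20, adjusted p = 1.2e-07), 5.82 in *cyc8* (standard error 0.35, adjusted p = 1.6e-05) and 7.28 in *tup1 cyc8* (standard error 0.22, adjusted p = 1.0e-07). *cyc8* minus *tup1* was -1.12 (edgeR, adjusted p = 0.0048), and it did not pass the limit without any of the 3 *tup1* libraries (adjusted p up to 0.018). Without *cyc8* replicate 1, which at 605 CPM lay below the 1254 and 1225 of its replicates, it was -0.85. *FLO5* and *FLO9*, with 56.2% and 73.2% of their sequence repeated, were also *FLO1*-type, with *cyc8* minus *tup1* at -1.70 for *FLO5* (edgeR, adjusted p = 2.2e-05) and at -0.25 for *FLO9* (adjusted p = 0.17).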

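*RNR3* (YIL066C, chromosome IX, 238099 to 240708) had 10.0 ± 1.10 CPM in wt, 755 ± 35.8 in *tup1*, 1045 ± 363 in *cyc8* and 981 ± 215 in *tup1 cyc8* (SD, n = 3 each). *RNR3* rose by 6.21 on the log2 scale in *tup1* (standard error 0.14, adjusted p = 9.7e-08), 6.70 in *cyc8* (standard error 0.34, adjusted p = 6.9e-06) and 6.62 in *tup1 cyc8* (standard error 0.21, adjusted p = 1.4e-07), by edgeR's quasi-likelihood test. The 3 differences between mutants, 0.47 for *cyc8* minus *tup1* (edgeR, adjusted p = 0.14), 0.38 for *tup1 cyc8* minus *tup1* (adjusted p = 0.23) and -0.09 for *tup1 cyc8* minus *cyc8* (adjusted p = 0.83), did not pass the limit. Without *cyc8* replicate 1, *cyc8* exceeded *tup1* by 0.73 (edgeR, adjusted p = 0.0027, and up to 0.44 without another library).

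**Figure D4:**
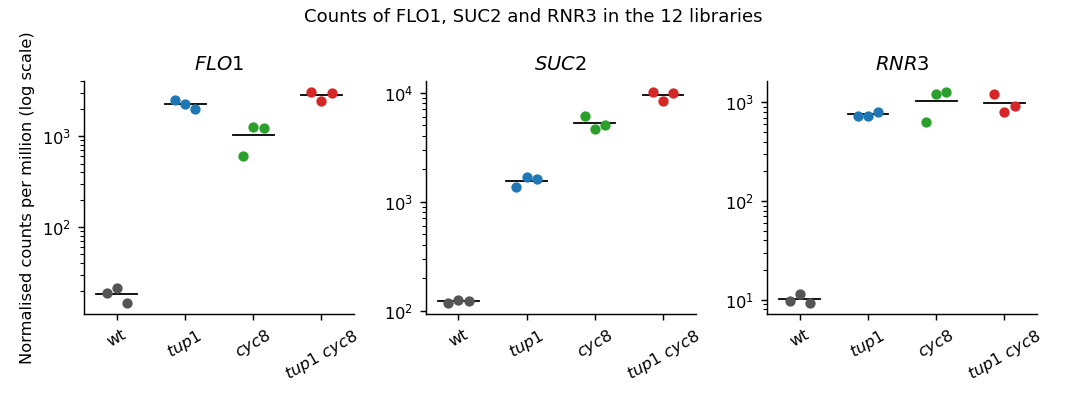
CPM (y axes, log scale) of *FLO1*, *SUC2* and *RNR3* in each of the 12 libraries (points), by strain, with the mean of the 3 libraries as a line. *SUC2* rises from 1552 in *tup1* to 9461 in *tup1 cyc8*, and *FLO1* is lowest among the mutants in *cyc8*.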

There were also genes, such as *RNR3*, which were equally upregulated in each mutant (S3 Fig) [50].

### The commonly repressed genes subject to differential *TUP1* and *CYC8* repression are enriched within distinct sub-telomeric regions

In a large proportion of the 429 genes commonly upregulated in the *tup1*, *cyc8* and *tup1 cyc8* mutants, transcription was de-repressed the most in a *cyc8* mutant compared to *tup1* (see Fig 4B and 4C). An example of this cohort of genes was *SUC2*. Conversely, *FLO1* was representative of the smaller subset of the 429 commonly de-repressed genes which were most de-repressed in the *tup1* mutant. We therefore investigated these two cohorts of commonly repressed genes (*SUC2*-type and *FLO1*-type genes) to determine if there were any unique characteristics that might explain why their repression was most dependent on either *CYC8* or *TUP1*.

Gene-ontology analysis did not reveal any distinction between these two cohorts of commonly repressed gene. 

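Of the upregulated protein-coding genes, 127 of 429 in *tup1* (29.6%), 177 of 725 in *cyc8* (24.4%) and 206 of 801 in *tup1 cyc8* (25.7%) lay within 50 kb of a telomere, against 10.4%, 10.1% and 9.81% of the other protein-coding genes tested. Fisher's exact test, two-sided, gave odds ratios of 3.63 (p = 2.2e-25), 2.87 (p = 4.0e-24) and 3.18 (p = 1.7e-31). Upregulated genes less than 25 kb from a telomere had a mean log2 fold change of 3.17 ± 1.71 (SD over 99 genes) in *tup1*, 3.50 ± 2.00 (125 genes) in *cyc8* and 4.12 ± 2.55 (146 genes) in *tup1 cyc8*. The other upregulated genes had 2.43 ± 1.33 (330 genes), 2.36 ± 1.38 (600 genes) and 2.43 ± 1.59 (655 genes). The differences were 0.74 (p = 2e-05), 1.14 (p = 1e-05) and 1.69 (p = 1e-05) by permutation tests over genes with 100000 resamples, two-sided, where 1e-05 is the smallest p possible. Over the genes upregulated in all 3 mutants, 94 of them sub-telomeric, the same permutation test gave differences of 0.73 (p = 3e-05), 0.74 (p = 0.00018) and 1.34 (p = 1e-05). The *cyc8* difference over these common genes was 0.33 (permutation p = 0.178) with glmTreat. Genes are not independent replicates, and many sub-telomeric genes have near-identical copies whose counts are uncertain. The share within 50 kb ran from 22.3% to 34.9% over the 3 mutants under the other alternatives.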

Consistent with previous studies, the majority of the total *TUP1* and *CYC8* repressed genes were enriched near the ends of chromosomes (Fig 5A), and that genes within sub-telomeric regions were subject to the most robust repression via *CYC8* and *TUP1* (Fig 5B) [27]. Further analysis revealed that the distribution of total *TUP1* and *CYC8* repressed genes correlated well with the Hda1-affected sub-telomeric (HAST) domains located between 5 and 40 kb of a telomere (Fig 5C) [51]. 

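Between 5 and 40 kb from a telomere lay 103 of the 429 upregulated protein-coding genes of *tup1* (24.0%), 130 of the 725 of *cyc8* (17.9%) and 156 of the 801 of *tup1 cyc8* (19.5%), against 6.65%, 6.51% and 6.16% of the other protein-coding genes tested (Fisher's exact test, two-sided, p = 5.0e-27, 1.9e-21 and 3.1e-30). The acetylation data of the HAST domains were not analysed here.

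**Figure D5:**
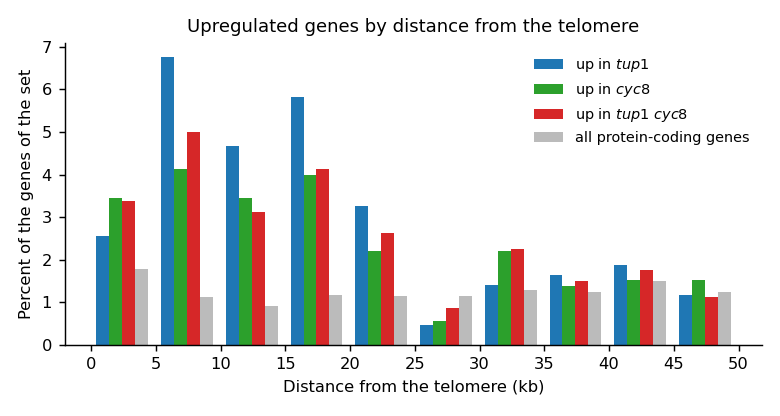
Percent of the upregulated protein-coding genes of each mutant, and of all protein-coding genes (grey), in each 5 kb region (y axis) by distance from the telomere in kb (x axis). The upregulated genes exceed the share of all protein-coding genes in each region from 0 to 25 kb and fall below it from 25 to 30 kb.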

Interestingly, within the HAST domain, the *FLO1*-type genes were tightly enriched within the 15–20 kb sub-telomeric region, whilst the *SUC2*-type genes were enriched either side of this region (Figs 5D and S4).

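Between 15 and 20 kb from a telomere lay 9 of the 86 protein-coding *FLO1*-type genes (10.5%) and 3 of the 101 *SUC2*-type genes (2.97%), against 70 of all 5968 protein-coding genes (1.17%). The difference between the 2 types did not pass p = 0.05 (Fisher's exact test, two-sided, p = 0.068). The 9 genes were *BIO2*, *GIT1*, *HXT8*, *IMA5*, *REE1*, *YCT1*, *YEL068C*, *YHR213W* and *YMR317W*. The same exact test gave p = 0.038 with DESeq2's size factors in edgeR, 0.039 with a fit of all 4 strains, 0.029 with glmTreat, 0.025 with distances from the 5' end of the gene and 0.0065 with library size scaling, and it ran from 0.0064 to 0.167 when a library was left out, under 0.05 in 8 of these 12 fits. Of the 9 genes at 15 to 20 kb, *GIT1*, *IMA5* and *REE1* were higher in *tup1* than in *cyc8* in the direct comparison. Their adjusted p was 0.0039, 0.00024 and 0.0034 by edgeR's quasi-likelihood test. The others did not pass 0.01, with an adjusted p from 0.034 for *YHR213W*, whose sequence is 100% repeated, to 0.92 for *YEL068C*. 9 *FLO1*-type genes also lay between 10 and 15 kb, 3 between 5 and 10 kb and 1 between 20 and 25 kb. Of the *SUC2*-type genes, 5 lay between 5 and 10 kb, 1 between 10 and 15 kb, 0 between 20 and 30 kb, 1 between 30 and 35 kb and 3 between 35 and 40 kb.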

**Fig 5:**
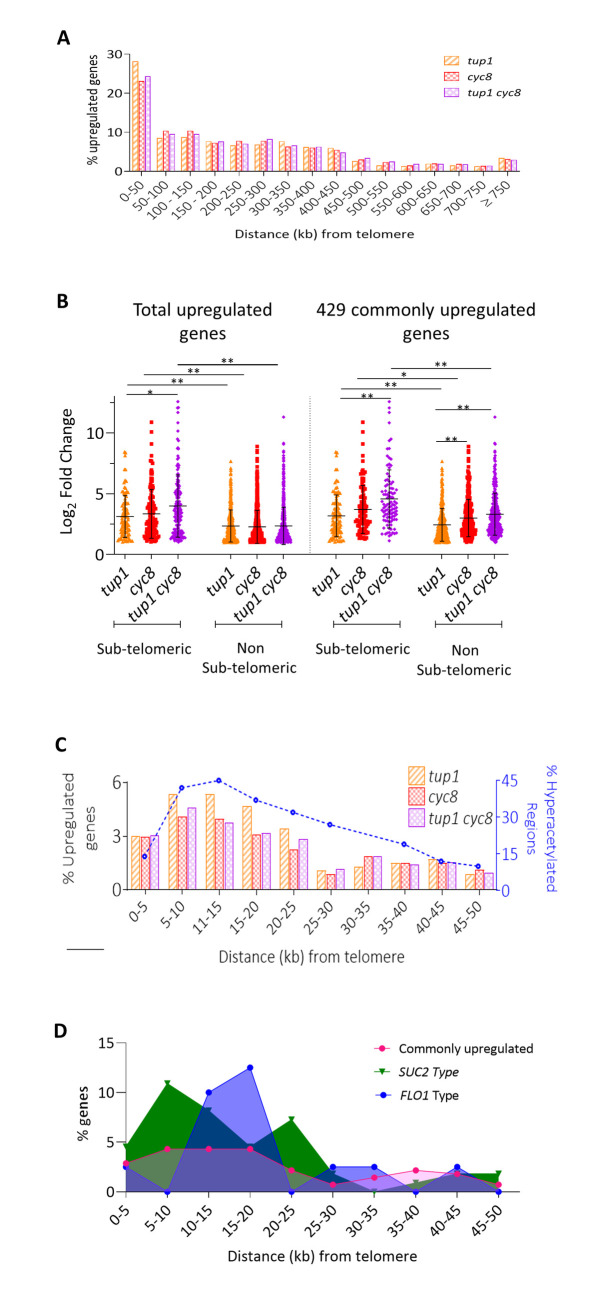
Distribution of *FLO1*- and *SUC2*-type genes across the genome. (A) Column graph showing the total upregulated genes percentage of location across the chromosomes. Distance is in kilobase (kb) pairs from each telomere grouped into 50 kb regions. (B) Scatterplot of the log_2_ fold changes of the total upregulated genes and the 429 commonly upregulated genes separated into genes located within the sub-telomeric regions of the chromosomes (<25 kb from the telomeres) and the genes located throughout the rest of the chromosomes (Non sub-telomeric). Mean and standard deviation are shown, * represents a p-value of p≤0.05, ** represents a p-value of p≤0.005 as determined by ANOVA analysis. (C) Graph showing distribution of genes significantly upregulated in each mutant compared to wt (% of total upregulated genes) located in the first 50 kb from each telomere grouped into 5 kb regions (columns, left-hand Y axis), and the Hda1-affected sub-telomeric (HAST) domain (dashed line, right-hand Y axis). Distance is in kilobase pairs from each telomere. Right-hand Y axis indicates regions of hyperacetylation (HAST domain) in an *hda1* deletion mutant; adapted from Robyr *et al*., 2002 [62]. (D) Distribution of the 429 commonly upregulated genes over the first 50 kb regions from the telomeres divided into 5 kb regions and separated into *FLO1*-type (blue), *SUC2*-type (green), and the remaining commonly upregulated genes (pink). The percentage of genes in each group was calculated.

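The *FLO1*-type genes had a median wt TPM of 6.61 (quartiles 3.90 and 14.9, 87 genes) and the *SUC2*-type genes of 12.6 (quartiles 4.50 and 50.2, 101 genes), each gene's TPM averaged over the 3 wt libraries. The difference of the medians, -5.98, gave p = 0.00147 in a permutation test over genes with 100000 resamples, two-sided. When a library was left out, the difference ran from -11.2 (without wt replicate 3) to -3.96 (without *cyc8* replicate 1), and it was negative, with a permutation p under 0.05, in each of these 12 fits.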

Analysis of the basal level of transcription of the *SUC2*- and *FLO1*-type genes in wt revealed that, overall, the two sets of genes showed no difference in their low TPM values in wt (S5 Fig). This suggests both gene cohorts were equally robustly repressed in wt.

Previous studies had shown that *FLO1* and *SUC2* were subject to long-range antagonistic chromatin remodelling by Tup1-Cyc8 and Swi-Snf in their extensive gene transcription-free upstream regions [28–30]. We therefore examined if the *FLO1*- and *SUC2*-type genes had different lengths of upstream or downstream gene-free regions which might influence their regulation (S6A and S6B Fig). The results showed no significant difference in the average length of up and downstream intergenic regions, or open reading frame (ORF) lengths, between the two sets of genes. However, there was a positive correlation between the length of the upstream intergenic region and the levels of gene de-repression for the *FLO1*-type genes in the *tup1 cyc8* double mutant, and for the *SUC2*-type genes in the *cyc8* mutant (S6C and S6D Fig). Thus, repression of both sets of genes are similarly influenced by the extent of their gene-free upstream regions.

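In the R64 annotation, with the nearest protein-coding gene as the neighbour, the upstream intergenic region was 1332 ± 1376 bp (SD over 86 genes) for the *FLO1*-type genes and 943 ± 681 bp (SD over 101 genes) for the *SUC2*-type genes. The difference of these means, 389 bp, gave p = 0.011 in a permutation test over genes with 100000 resamples, two-sided. The upstream medians were 800 bp for the *FLO1*-type and 736 bp for the *SUC2*-type genes, and their difference was not tested. The downstream region was 1100 ± 1883 bp against 561 ± 478 bp (difference 539 bp, permutation p = 0.0014) and the ORF 1508 ± 1111 bp against 1089 ± 715 bp (difference 419 bp, permutation p = 0.0020). The 3 tests form a family without adjustment. After a trend of the fold changes with gene length and GC content was removed, the ORF difference was 128 bp (permutation p = 0.341). The upstream difference was 296 bp (permutation p = 0.051) in a fit of all 4 strains and ran from 268 to 485 bp when a library was left out, with p above 0.05 in 5 of these 12 fits.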

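Across the 86 *FLO1*-type genes, the upstream length and the log2 fold change in *tup1 cyc8* gave Spearman's rho = 0.176 (p = 0.107, adjusted p = 0.321) and Pearson's r = 0.228 (p = 0.0369, adjusted p = 0.0835), by permutation tests with 100000 resamples, two-sided, with Benjamini-Hochberg adjustment over the 6 relations computed. Across the 101 *SUC2*-type genes in *cyc8*, rho was 0.0606 (p = 0.546, adjusted p = 0.755) and r was 0.0750 (p = 0.456, adjusted p = 0.620). The other 4 relations gave rho between 0.00293 and 0.183, each with an adjusted p above 0.3. Without *cyc8* replicate 1, the rho of the *FLO1*-type genes in *tup1 cyc8* was 0.36 and its adjusted p fell below 0.05. The same held without this library for their rho in *tup1* (0.308) and in *cyc8* (0.266). With library size scaling, their rho in *tup1* was 0.257 (permutation test, adjusted p = 0.046). In *cyc8*, the rho of the *SUC2*-type genes lay between -0.0696 and 0.108 when a library was left out, and it was negative without *cyc8* replicate 2 or *cyc8* replicate 3. These are correlations across genes, which are not independent replicates. From its own correlations, the paper concludes that the repression of both sets of genes is similarly influenced by the extent of their upstream regions.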

We next analysed transcription factor (TF) consensus sequences in the promoter regions of the two gene cohorts (S1 Table). This showed that the average number of motifs found upstream of the two sets of genes was very similar, with 111.6 for the *FLO1*-type genes, and 111.25 for *SUC2*-type genes. However, at *SUC2*-like genes, there was an enrichment of binding sites for Nrg1p, Msn2p and Hap1p, whereas binding sites for Yap1p, Hac1p and Gcn4p were enriched at the *FLO1*-type genes.

Thus, the two cohorts of commonly repressed genes differ in their distribution within the HAST domains of the sub-telomeric regions and are associated with different transcription factor binding sites.

### Cyc8p can occupy the *SUC2* promoter in the absence of Tup1p

In the majority of the 429 genes commonly upregulated in the *tup1*, *cyc8* and *tup1 cyc8* mutants, gene transcription was de-repressed the least in a *tup1* mutant compared to the de-repression in the *cyc8* and *tup1 cyc8* double mutants (see Fig 4B and 4C). This suggests that there was a *CYC8*-dependent repressive effect upon transcription of these genes in the absence of *TUP1*. 

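In the RNA-seq libraries, 296 of the 393 commonly upregulated genes had their lowest log2 fold change in *tup1*. This number was 172 of 230 with glmTreat and ran from 251 to 325 when a library was left out.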

To test whether the repressive role of *CYC8* in the absence of *TUP1* might be direct or not, we performed chromatin immunoprecipitation (ChIP) analysis of Cyc8p and Tup1p occupancy using *SUC2* as an example of this cohort of genes in the glucose-grown strains (Fig 6). We first performed ChIP analysis of RNA polymerase II (RNAP II) at the *SUC2* gene to confirm the RNA-seq and RT-qPCR data (Fig 6A). Consistent with the transcription data, we detected low levels of RNAP II at the *SUC2* ORF in wt, compared to high levels in the *cyc8* and *tup1 cyc8* mutant (compare Figs 6A and 2B, repressed).

**Fig 6:**
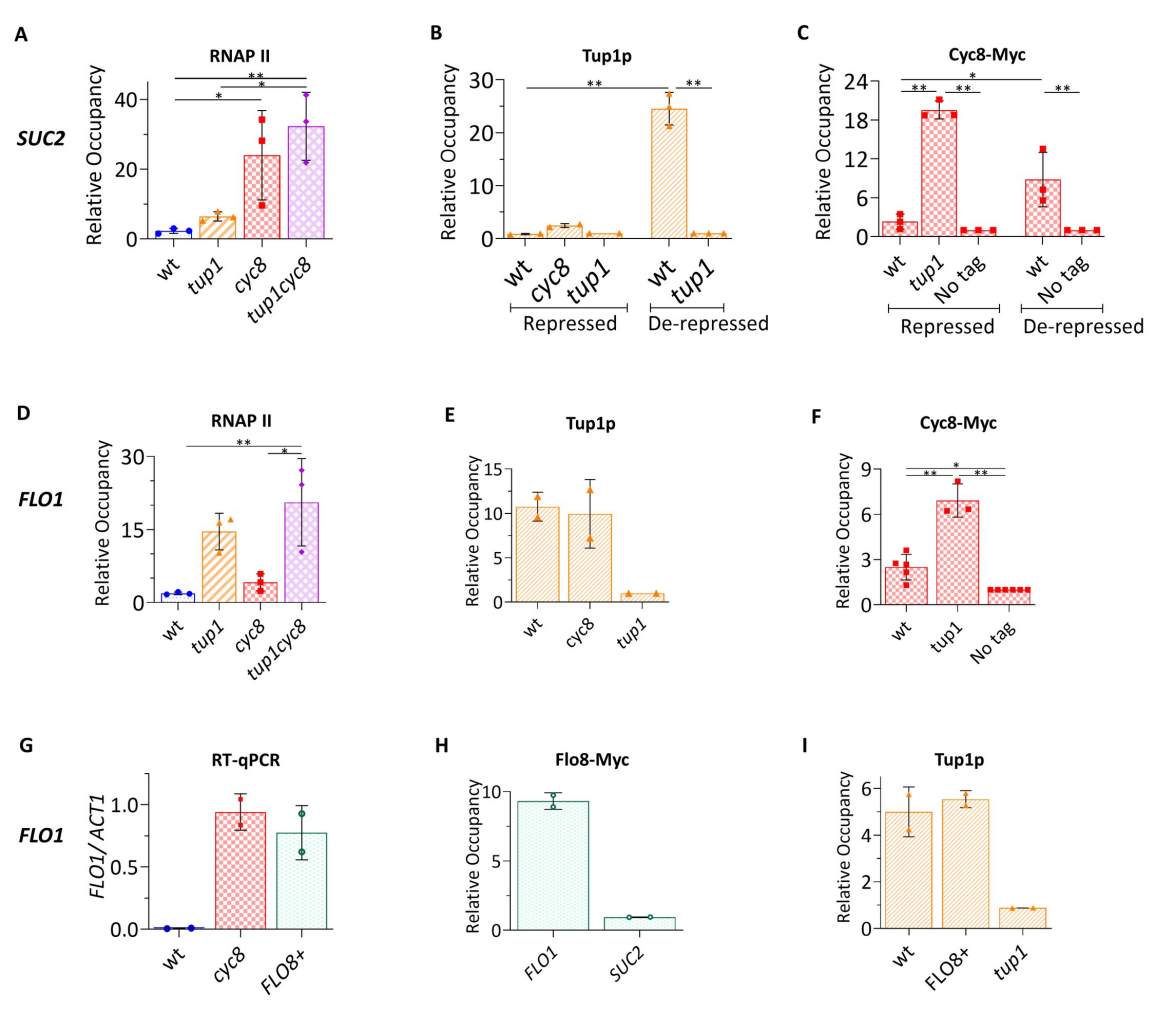
Tup1p and Cyc8p occupancy at the *SUC2* and *FLO1* promoters. (A) RNA polymerase II (RNAP II) occupancy at the *SUC2* open reading frame (ORF) in wt, *tup1*, *cyc8* and *tup1 cyc8* in glucose grown cells. RNAP II signals (IP/IN) were normalised to an internal negative control region (IP/IN at *Tel-VI*) (n = 3). (B) ChIP analysis of Tup1p occupancy at the *SUC2* promoter region in repressed (high glucose) and de-repressed (low glucose) conditions in the strains indicated. Tup1p IP/IN values were normalised to an internal negative control region (IP/IN at *Tel-VI*) and plotted relative to the *tup1* mutant (n = 3). (C) ChIP analysis of Cyc8-Myc occupancy at the *SUC2* promoter region in the strains indicated. Cyc8-Myc IP/IN values were normalised to an internal negative control region (IP/IN at *Tel-VI*) and plotted relative to an untagged (No tag) strain (n = 3). (D) RNA polymerase II (RNAP II) occupancy at the *FLO1* ORF in glucose grown cells. ChIP was carried out as described in (A). (E) Tup1p occupancy at the *FLO1* promoter. ChIP was carried out as described in B. (F) Cyc8-Myc occupancy at the *FLO1* promoter. ChIP was carried out as described in C. (G) *FLO1* transcript levels measured relative to *ACT1* mRNA levels using RT-qPCR in wt, *cyc8*, and a strain with a functional *FLO8* ORF (*FLO8*^+^) (n = 2). (H) Flo8-Myc occupancy at the *FLO1* and *SUC2* promoter. Flo8-Myc IP/IN values at the promoter regions were normalised to an internal negative control region (IP/IN at *Int-V*) as described in S8E Fig and F (n = 2). (I) Tup1p occupancy at the *FLO1* promoter in wt, *FLO8*^+^ and *tup1*. ChIP was carried out as described in (B) (n = 2). (D-I) All cells were grown in YPD (glucose at 2%). For all plots, mean and standard deviation are shown from 2–5 biological replicates; asterisks represent a p-value of * = p≤0.05, ** = p≤0.005 obtained from One-Way ANOVA analysis. Examples to illustrate normalisation steps used for RNAP II, Cyc8-Myc and Tup1p ChIP are shown in S11 Fig.

Surprisingly, we could not detect significant enrichment of Tup1p or Cyc8p at the repressed *SUC2* promoter in the wt strain at the previously reported site of Tup1-Cyc8 occupancy (Fig 6B and 6C; wt, repressed) [52,53]. We suggest this discrepancy is due to differences in the antibodies and ChIP signal normalisation strategies used between labs. However, supported by the abundance of literature detailing Tup1-Cyc8 repression of *SUC2*, we propose that Tup1p and Cyc8p are present at the repressed *SUC2* promoter, but are not detectable by ChIP using our conditions [3,37,47]. Consistent with the model for Tup1-Cyc8 function, we also could not detect significant occupancy of Tup1p at *SUC2* in the *cyc8* mutant (Fig 6B; *cyc8*, repressed). However, we could detect significant enrichment of Cyc8p at the partially de-repressed *SUC2* promoter in the *tup1* mutant (Fig 6C; *tup1*, repressed). Thus, Cyc8p was present at the partially de-repressed *SUC2* promoter in the absence of Tup1p where it could contribute directly to negatively influencing *SUC2* transcription.

### Tup1p is detectable at *FLO1* in the absence of Cyc8p

We next looked at RNAP II, Tup1p and Cyc8p occupancy at the *FLO1* gene which was representative of the smaller subset of the 429 commonly repressed genes (Fig 6D–6F). De-repression at these genes was greater in the *tup1* and *tup1 cyc8* double mutant compared to de-repression in the *cyc8* mutant, suggesting a *TUP1*-dependent repressive effect upon transcription of these genes in the absence of *CYC8* (see Fig 4C). Firstly, the RNAP II ChIP results were consistent with the mRNA levels detected in the strains whereby there were low RNAP II levels in wt, and high RNAP II levels in the *tup1* and *tup1 cyc8* mutants (compare Figs 6D and 2A). Consistent with Tup1-Cyc8 mediated repression of *FLO1*, Tup1p and Cyc8p occupancy could be detected at the wt *FLO1* promoter when the gene was off (Fig 6E and 6F, wt) [27,54]. Similar to what was seen at *SUC2*, Cyc8p was also detected at significant levels at *FLO1* in the *tup1* mutant (Fig 6F, *tup1*). Most interestingly, Tup1p could be detected at the *FLO1* promoter in the absence of Cyc8p (Fig 6E, *cyc8*).

Therefore, ChIP analysis confirmed that Tup1p and Cyc8p could be detected at the repressed *FLO1* promoter. The data also revealed that Cyc8p could be detected at high levels at *FLO1* and *SUC2* in the absence of Tup1p, and that Tup1p could be detected at the *FLO1* promoter in the absence of Cyc8p. Thus, Cyc8p could directly contribute to repression of *SUC2* transcription independent of Tup1p, and Tup1p could directly contribute to *FLO1* repression in the absence of Cyc8p.

### Tup1p and Cyc8p are present at the active *SUC2* and *FLO1* genes

Previous work had suggested that the Tup1-Cyc8 complex remains at some genes, including *SUC2*, following gene activation [21,23,52,53]. We therefore analysed Tup1p and Cyc8p occupancy at *SUC2* following its activation in response to low glucose conditions (Fig 6B and 6C; wt, de-repressed). Consistent with previous data, we confirmed that Tup1p and Cyc8p could be detected at the *SUC2* gene following its induction.

In most laboratory strains, including the ones used in this study, flocculation is an undesirable phenotype and has been attenuated by a nonsense mutation in the *FLO8* gene which encodes an activator of the *FLO* genes [55,56]. Thus, most studies to investigate *FLO1* transcription employ *tup1* or *cyc8* mutants in which repression of *FLO1* is abolished. To examine Tup1p and Cyc8p occupancy at the active *FLO1* gene under non-mutant conditions we restored the wt *FLO8* gene at its genomic locus prior to performing ChIP (S7, S8A and S8B Figs). Following restoration of a functional *FLO8* gene, the *FLO8+* strain exhibited a flocculant phenotype and showed *FLO1* mRNA levels similar to those in the *cyc8* mutant (Fig 6G). Subsequent tagging of the restored *FLO8* gene allowed us to confirm that Flo8p was expressed, and ChIP analysis revealed that Flo8p could specifically occupy the *FLO1* promoter (Figs 6H, S8B, S8E and S8F). Together, this suggests that when Flo8p is expressed under the control of its native promoter it can bind the *FLO1* promoter to activate *FLO1* transcription.

ChIP analysis for Tup1p occupancy at the *FLO1* promoter in the *FLO8+* strain, where *FLO1* is being transcribed at levels similar to that in the *cyc8* mutant, revealed that Tup1p was present (Fig 6I). Furthermore, the levels of Tup1p detected at the active *FLO1* gene in the *FLO8+* strain were similar to those seen in the wt strain when *FLO1* transcription was repressed. This suggests that Tup1p, most likely in the context of the Tup1-Cyc8 complex, can persist at the *FLO1* gene when it is being actively transcribed.

### Tup1p and Cyc8p have unique and shared sites of occupancy across the genome

Finally, we examined the global occupancy of Tup1p and Cyc8p using previously published data obtained via ChIP-Exo (Fig 7) [57]. The data showed there were more sites of occupancy detected for Tup1p (761) than for Cyc8p (506) and that, although there was a significant overlap in the Tup1p and Cyc8p sites of occupancy (421 genes), Tup1p and Cyc8p could be detected at a significant number of sites independently from each other (Fig 7A). Indeed, Tup1p could be found at 340 unique sites whilst Cyc8p was located at 85 unique sites.

**Fig 7:**
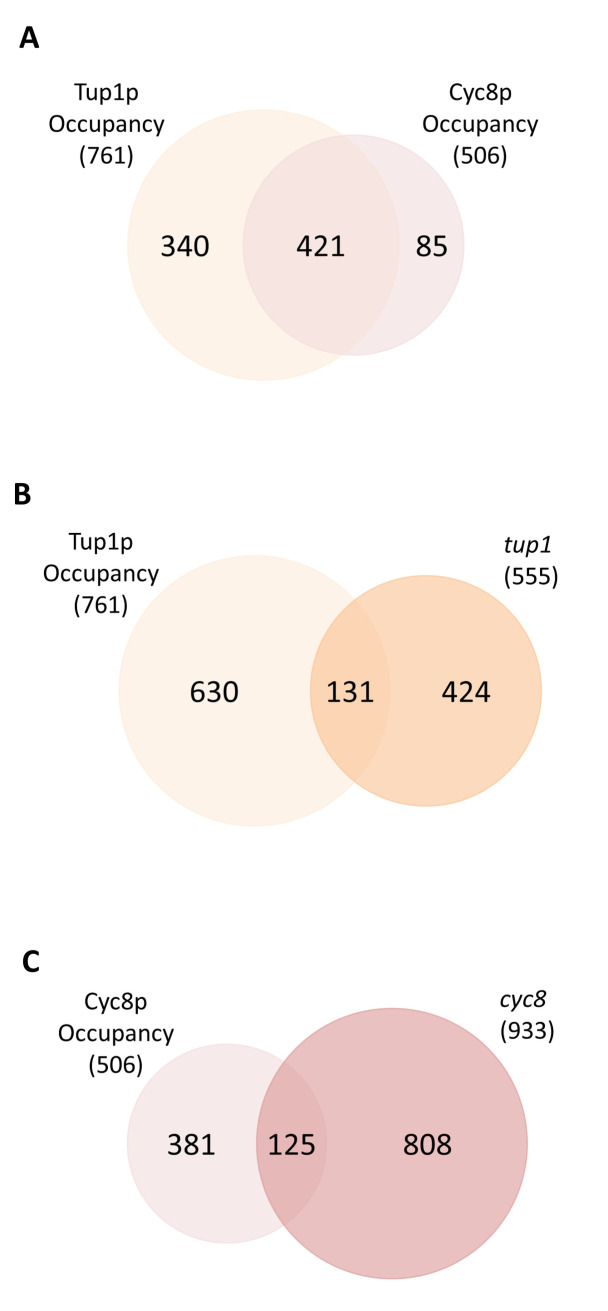
Global Tup1p and Cyc8p occupancy. (A) Venn diagram showing the overlap between global Tup1p and Cyc8p occupancy at annotated genes. Tup1p and Cyc8p occupancy data were from ChIP-Exo data retrieved from Rossi *et al*., 2021 [57]. (B) Venn diagram showing the overlap between global Tup1p occupancy and genes differentially transcribed in the *tup1* deletion mutant (*tup1*). (C) Venn diagram showing the overlap between global Cyc8p occupancy and genes differentially transcribed in the *cyc8* deletion mutant (*cyc8*).

We then examined how many of the genes up- and downregulated in a *tup1* mutant harboured a Tup1p site of occupancy in their corresponding promoter region in wt. Out of the 555 genes differentially transcribed in the *tup1* mutant, 23% of these genes (131) contained a Tup1p peak (Fig 7B). Similarly, when we looked at the 933 genes differentially transcribed in the *cyc8* deletion mutant, 13% of these genes (125) contained a site of Cyc8p occupancy in their promoters (Fig 7C). Comparison of the unique sites of Tup1p and Cyc8p occupancy with the genes identified as being subject to unique repression by *TUP1* and *CYC8* respectively, revealed only a small overlap (S9 Fig). Thus, Tup1p and Cyc8p can be found at unique sites across the genome, and some of these sites correspond to those genes we previously described as being subject to unique *TUP1* and *CYC8* repression. However, overall, the correlation of Tup1p and Cyc8p occupancy with the genes up and down regulated in their absence, was poor.

### Summary of results

In summary, our analysis has revealed that (i) *CYC8* represses more genes than *TUP1*, (ii) some genes are uniquely repressed by either *TUP1* or *CYC8*, (iii) other genes are subject to redundant repression by *TUP1* and *CYC8*, and (iv), some *TUP1* repressed genes require *CYC8* for their de-repression and vice-versa (Fig 8A). We also show that *TUP1* and *CYC8* can make different contributions to commonly repressed genes (Fig 8B and 8C).

**Fig 8:**
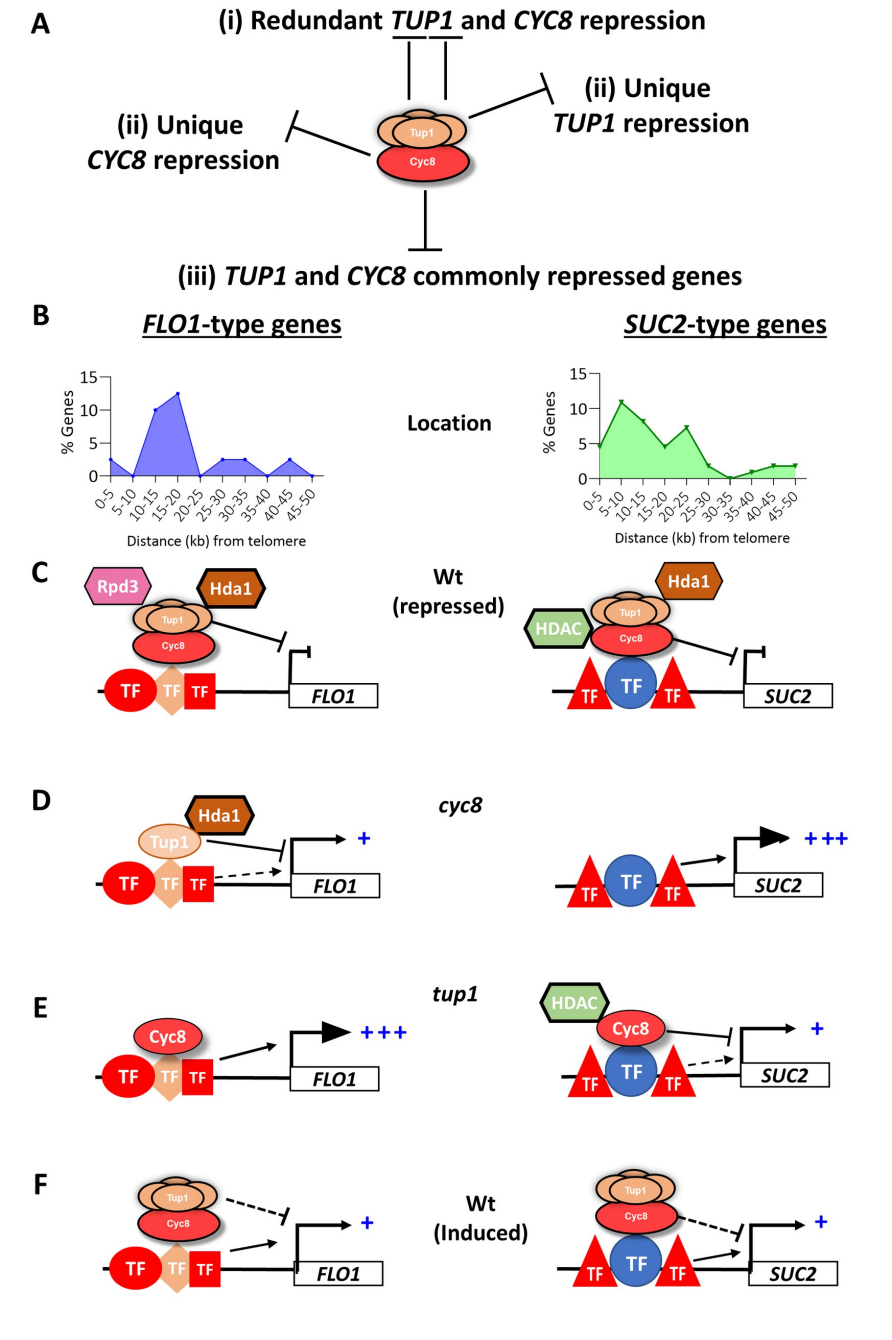
Summary of results and proposed ‘dimmer switch’ model for Tup1p and Cyc8p in the regulation of *FLO1*- and *SUC2*-type gene transcription. (A) RNA seq analysis revealed (i) genes subject to redundant repression by *TUP1* and *CYC8*, (ii) genes uniquely repressed by *CYC8* and *TUP1*, and (iii) *TUP1* and *CYC8* can make distinct contributions to commonly repressed genes. (B) The commonly repressed genes include genes which behave like *FLO1* (*FLO1*-type) and *SUC2* (*SUC2*-type) which are distributed differently within sub-telomeric regions. (C) *TUP1* and *CYC8* make the dominant contribution to *FLO1-* and *SUC2*-type gene repression respectively, in association with distinct HDACs (Rpd3p and Hda1p at *FLO1* via Tup1p; unknown HDACs at *SUC2* via putative interaction with Cyc8p) and transcription factors (TFs). (D) Tup1p occupies *FLO1* in the absence of Cyc8p to negatively influence *FLO1* in an Hda1p-dependent manner. (E) Cyc8p occupies *SUC2* in the absence of Tup1p to negatively influence *SUC2* via potential interaction with an uncharacterised HDAC. Occupancy of Cyc8p at *FLO1* in the *tup1* mutant has no role in repression. (F) Tup1-Cyc8 persists at both *SUC2* and *FLO1* when active to negatively modulate transcription, thus acting as a dimmer switch. (C-F) Strong and weak repressive roles of Tup1p/Cyc8p in transcription are depicted as solid and dashed flat-ended lines respectively. Putative strong and weak positive roles of TFs in transcription are shown as solid and dashed arrows respectively. Levels of low and high gene transcription are indicated by + and +++, respectively.

Many commonly repressed genes behave like *SUC2*, whereby *CYC8* makes the dominant contribution to repression (Fig 8C, *SUC2*-type genes). A smaller cohort of commonly repressed genes behave like *FLO1* and are subject to dominant repression by *TUP1* (Fig 8C, *FLO1*-type genes). These two cohorts of commonly repressed genes differ in their distribution within the HAST domains of sub-telomeric regions, in which they are enriched, and are associated with different transcription factor binding sites (Fig 8B and 8C). At *SUC2*-type genes, *CYC8* can exert repression in the absence of Tup1p, whereas at *FLO1*-type genes, *TUP1* can exert repression in absence of Cyc8p. In addition, *TUP1* and *CYC8* can exert repression at both *SUC2* and *FLO1* during gene activation.

Global ChIP data confirmed that Tup1p and Cyc8p can be found independent of each other, and at genes we had identified as being subject to unique *TUP1* and *CYC8*-dependent repression. In addition, Cyc8p could be detected at *SUC2* in the absence of Tup1p where it could directly negatively influence *SUC2* de-repression (Fig 8E). Furthermore, Tup1p could be detected at *FLO1* in the absence of Cyc8p, where it could directly negatively influence *FLO1* de-repression (Fig 8D). Our data also suggests that Tup1-Cyc8 persists at both the *SUC2* and *FLO1* genes when active, where it continues to negatively modulate transcription (Fig 8F).

Together, this suggests the potential for distinct novel regulatory roles for Tup1p and Cyc8p when functioning within, and possibly out with, the Tup1-Cyc8 complex. Furthermore, these data suggest the Tup1-Cyc8 complex can function as a molecular ‘dimmer switch’ to fine-tune active transcription in addition to its role as an outright repressor of transcription.

## Discussion

The Tup1-Cyc8 co-repressor complex was one of the first global repressors of gene transcription identified [1]. Several mechanisms of action have been proposed for Tup1-Cyc8 repression including the formation of repressive chromatin structures, inhibiting RNA polymerase II, and blocking transcription factor activation domains [37]. These roles have been proposed to function via the WD40 domain of Tup1p and the TPR motifs of Cyc8p which offer a versatile interface for multiple interactions with a large array of transcription factors, non-acetylated histone H3 and H4 tails, various histone deacetylases, and several RNA polymerase II subunits [8,11,58].

Most work to characterise Tup1-Cyc8 function used either *TUP1* or *CYC8* gene deletion mutants. This approach was justified considering the general model for Tup1-Cyc8 structure and function which predicts that a *tup1* mutant should lack the repressive activity of the complex, while the complex should be unable to bind target genes in a *cyc8* mutant [37]. Thus, both mutants should equally inhibit Tup1-Cyc8.

Our systematic analysis of single and double mutants deleted for *TUP1* and *CYC8* revealed the different strains have numerous distinct phenotypes and significant differences in their transcriptomes which has offered new insight into Tup1p, Cyc8p and Tup1-Cyc8 function. We propose that there are different subsets of Tup1-Cyc8 repressed genes which are subject to distinct regulation by either Tup1p or Cyc8p. Our data also suggests that Tup1p and Cyc8p can function independently within, and possibly out with, the complex.

Phenotypically, strains deleted for *CYC8* had the slowest growth and displayed a large cell morphology (Fig 1). Most strikingly, the *tup1* mutant had the strongest flocculation phenotype [46]. However, the flocculation phenotypes of the mutants did not always correlate with the cell’s responses to stress.

These data suggested that the wide-ranging differences in the *tup1* and *cyc8* mutants could be the result of altered transcription in strains deleted for *TUP1* and *CYC8*. In support of this, *TUP1* and *CYC8* made distinct contributions to the repression of *FLO1* and *SUC2* transcription, which are two genes known to be repressed by the Tup1-Cyc8 complex (Fig 2) [27,29,47]. *FLO1* transcription was de-repressed the most in the *tup1* mutant, whilst *SUC2* transcription was de-repressed the most in the *cyc8* mutant. This suggests a greater role for Tup1p in *FLO1* repression and a greater role for Cyc8p in *SUC2* repression. Furthermore, since *SUC2* de-repression in *tup1 cyc8* was greater than that in the *tup1* mutant, this suggests that *CYC8* exerts a repressive effect independent of Tup1p.

To determine whether the Tup1p independent role of *CYC8* at *SUC2* was direct or not, we examined Cyc8p occupancy at *SUC2* (Fig 6C). Surprisingly, we could not detect Cyc8p or Tup1p at *SUC2* in the glucose grown wt strain, where Tup1-Cyc8 has previously been detected (Fig 6B and 6C) [52,53]. However, we propose Tup1p and Cyc8p are present at the repressed *SUC2* promoter, but our ChIP protocol cannot detect them, possibly due to epitope masking by other factors present at this site. Conversely, a strong signal for Cyc8p could be detected at the *SUC2* promoter in the *tup1* mutant (Fig 6C). Thus, the transcription and ChIP results at *SUC2* in glucose grown cells are consistent with *CYC8* making the major contribution to *SUC2* repression and suggest that Cyc8p directly contributes to *SUC2* repression in the absence of Tup1p. This latter result suggests that at *SUC2*, under conditions of high glucose in the absence Tup1p, either Cyc8p can exert a repressive effect on its own, or the presence of Cyc8p at the *SUC2* promoter can enable another factor or factors to exert repression or inhibit activation. In support of this, recent work has shown that multiple proteins can interact with the Tup1-Cyc8 complex to fine-tune target gene transcription [6,7,59].

When we looked at *FLO1* regulation, *TUP1* played the greatest role in repression (Fig 2A). Furthermore, *TUP1* exerted a repressive effect in the absence of Cyc8p since *FLO1* de-repression was greater in *tup1 cyc8* compared to that in *cyc8*. Consistent with Tup1-Cyc8 dependent repression of *FLO1*, Tup1p and Cyc8p were detected at the wt *FLO1* promoter, when the gene is inactive (Fig 6E and 6F). In the *tup1* mutant, where *FLO1* transcription was de-repressed to the greatest extent, although Cyc8p occupancy was detected, our data suggests it does not contribute to repression. Surprisingly, we could detect Tup1p at *FLO1* in the *cyc8* mutant (Fig 6E). This suggests that Tup1p can directly negatively influence *FLO1* transcription in the absence of Cyc8p. This has not been reported before and could have been missed due to different normalisation strategies employed during ChIP analysis [27].

Analysis of *SUC2* transcription in the various mutants under conditions of low glucose revealed that *TUP1* and *CYC8* continue to exert a repressive effect upon *SUC2* transcription with *CYC8* again exerting the dominant effect (Fig 2B). Our data confirming that Tup1p and Cyc8p remain associated with the *SUC2* promoter under activation conditions of low glucose suggests that the complex is present at the active *SUC2* gene and acts as a ‘brake’ to dampen down on-going *SUC2* transcription (Fig 8F).

To examine *FLO1* gene activity under more physiological conditions, we reinstated the activator of *FLO1* transcription, Flo8p [55,56]. In a strain expressing Flo8p (the *FLO8+* strain), Flo8p occupied the *FLO1* promoter, and *FLO1* was transcribed at levels similar to that in a *cyc8* mutant (Fig 6G and 6H). Furthermore, Tup1p was also present at the active *FLO1* promoter in the *FLO8+* strain (Fig 6I). Importantly, since *FLO1* transcription in the *FLO8+* strain was similar to that in a *cyc8* mutant, this suggests that the presence of Tup1p, presumably in the context of the Tup1-Cyc8 complex, negatively influences on-going *FLO1* transcription.

Together, the *FLO1* and *SUC2* transcription and ChIP data suggest a model of action in which Tup1-Cyc8 represses the genes under non-inducing conditions (Fig 8C) and persists at both genes during their activation to negatively modulate on-going transcription (Fig 8F). The Tup1-Cyc8 occupancy at the actively transcribed genes could also poise genes for rapid repression.

The persistence of Tup1-Cyc8 at active genes has been reported previously and provided evidence of Tup1-Cyc8 acting as an activator of gene transcription [20,21,35,52,53]. At the repressed *GAL1* gene, Tup1-Cyc8 occupancy enabled recruitment of the SAGA coactivator complex which was proposed to disrupt Tup1-Cyc8 repression and aid *GAL1* transcription under inducing conditions [52]. Tup1-Cyc8 was also shown to prime the repressed mating-type specific genes under its negative control for activation via Gcn5p-dependent pre-acetylation of histones at the repressed gene promoters [60]. Interestingly, a recent study revealed that activator-dependent eviction of *HO* promoter nucleosomes was required for Tup1p to bind to the promoter and bring about repression [61]. Hence, Tup1-Cyc8 is emerging as being central to the dynamic interplay between gene repression and activation in which repressors are required for activation and activators are required for repression.

Our RNA-seq analysis confirmed that most genes under control of *TUP1* and *CYC8* were negatively regulated, consistent with Tup1-Cyc8 primarily being considered to be a repressor of gene transcription (Fig 3A) [2,3]. We also confirmed that the complex can positively regulate gene transcription, although far fewer genes require *TUP1* and *CYC8* for activation.

We therefore limited our analysis of the RNA seq data to the genes upregulated in the *tup1*, *cyc8* and *tup1 cyc8* mutants where it could be inferred that *TUP1* and *CYC8* played a role in repression. The data showed that almost twice as many genes were upregulated in the *cyc8* mutant (809) compared to the *tup1* mutant (469), suggesting a wider role for Cyc8p in global gene repression. Of the genes upregulated in the *tup1*, *cyc8*, and *tup1 cyc8* mutants, there was a cohort of 429 genes that were commonly de-repressed in all the mutants (Fig 3B). We propose that these genes are subject to the most robust repression by Tup1p and Cyc8p functioning as the Tup1-Cyc8 complex.

Analysis of the *TUP1* and *CYC8* commonly repressed genes revealed two distinctly regulated classes of genes (Fig 4C). A large number of genes behave like *SUC2* and were most repressed via *CYC8*, whilst a smaller subset behaves like *FLO1* and were most repressed by *TUP1* (Fig 8C).

We showed that the 429 commonly repressed genes were enriched in gene-sparse sub-telomeric regions in an area that correlated well with the zones subject to the most Hda1p activity; the so-called HAST domains (Fig 5A and 5C) [27,62]. Interestingly, the *FLO1*-type genes were enriched within a single narrow peak within the HAST domain, whilst the *SUC2*-type genes showed a broader distribution either side of the peak of *FLO1*-type genes (Figs 5D and S4). This observation reinforces the link between Tup1-Cyc8 repression activity and histone deacetylases (HDACs) and might suggest a different HDAC dependency of the *SUC2*-type and *FLO1*-type genes [25,27].

In support of this hypothesis, it has been shown that Tup1p and Cyc8p have distinct interaction profiles with various class I and II HDACs [26,63]. For example, Rpd3p can interact with Cyc8p independently of Tup1p, whereas Hda1p has been shown to physically interact with Tup1p. At *FLO1*, repression requires both Hda1p and Rpd3p and both HDACs occupy the inactive *FLO1* promoter in a Tup1-Cyc8 dependent manner [27]. Interestingly, Hda1p, but not Rpd3p, remains detectable at the partially de-repressed *FLO1* promoter in a *cyc8* mutant [27]. Furthermore, when *hda1* is additionally deleted in a *cyc8* mutant, the level of *FLO1* de-repression is elevated to a level similar to that in a *tup1 cyc8* mutant (S12C Fig; compare *cyc8*, *hda1 cyc8* and *tup1 cyc8*). Thus, the Tup1p that we have detected at the *FLO1* promoter in the *cyc8* mutant could mediate the reported retention of Hda1p which could contribute to the Cyc8p independent repression of *FLO1* transcription shown here (Fig 8D).

It might therefore be predicted that a different HDAC would be detected at the *SUC2* promoter in a *tup1* mutant having been retained via the observed occupancy of Cyc8p at the *SUC2* promoter in the absence of Tup1p (Fig 8E). Thus, it might be that the *FLO1*-type genes are most dependent upon Hda1p for repression via interaction with Tup1p, and the *SUC2-*type genes might require an alternative HDAC for most repression via interaction with Cyc8p (Fig 8C). To confirm this, HDAC occupancy in wt, *tup1* and *cyc8* mutant backgrounds would need to be performed, and global Tup1p and Cyc8p occupancy profiles in the respective *cyc8* and *tup1* mutants identified and analysed.

Previous work had shown that the *FLO1* and *SUC2* genes were subject to long-range chromatin remodelling in their extensive upstream intergenic regions [28–30]. Although we could not identify any significant difference in the length of intergenic region upstream of the *SUC2*- and *FLO1*-type genes, there was a positive correlation between the level of gene de-repression and the length of the upstream regions in those mutants yielding maximal de-repression (S6C and S6D Fig). Thus, although there is an influence of the length of upstream region upon *TUP1* and *CYC8*-dependent gene repression, this effect is common to both the *FLO1*- and *SUC2*-type genes. This supports a role for long-range chromatin remodelling in mediating Tup1-Cyc8 target gene repression [28,29].

Analysis of transcription factor binding motifs upstream of the *SUC2*- and *FLO1*-type genes, revealed that the *FLO1*-type genes had a larger proportion of Yap1p, Hac1p and Gcn4p binding motifs whilst Hap1p, Nrg1p and Msn2p/Msn4p were most enriched at the *SUC2*-type genes (S1 Table). Both Hac1p and Yap1p can recruit Tup1-Cyc8 to target genes where they play a positive role in transcription, and Hac1p has been shown to physically interact with Cyc8p [64,65]. This correlates with the higher transcription of the *FLO1* type genes in the *tup1* mutant strain compared to that in the *cyc8* mutant strain if the Cyc8p occupancy detected at *FLO1* in the *tup1* mutant is also found at all the *FLO1*-type genes (Fig 8E). Gcn4p also plays a role in the activation of transcription. At *ARG1*, Cyc8p was needed for efficient binding of Gcn4p to the promoter, whereas loss of *TUP1* had less of an effect on Gcn4p binding [59]. Again, this correlates with the lower de-repression of the *FLO1*-type genes in a *cyc8* mutant compared to de-repression in a *tup1* mutant and the Cyc8p occupancy detected at *FLO1* in the absence of Tup1p (Fig 8D and 8E).

Together, our analysis suggests that the two cohorts of commonly repressed genes have differences in transcription factor (TF) binding and HDAC dependency. The HDACs might contribute most to gene repression, whilst the TFs might be more relevant to target genes when active. Importantly, we suggest that Tup1-Cyc8 persists at active target genes with the Tup1p and Cyc8p subunits interacting and influencing HDAC and TF occupancy and activity differently at the distinct gene cohorts to yield the transcriptional outcome.

Our analysis also found subsets of genes uniquely upregulated in either the *tup1* or *cyc8* mutants (Fig 3B). This suggests Tup1p and Cyc8p could have independent repressive roles at genes when residing within the complex or when functioning independently out with the complex. Indeed, global occupancy analysis reveals Tup1p and Cyc8p can be found at 340 and 85 unique sites across the genome, respectively (Fig 7A). Furthermore, the Tup1p independent occupancy of Cyc8p at *SUC2*, where it can exert a repressive role, supports the fact that Cyc8p can influence repression independent of Tup1p (Fig 6C). Similarly, the Cyc8p independent occupancy of Tup1p at *FLO1* supports a direct role for Tup1p contributing to gene repression in the absence of Cyc8p (Fig 6E).

The correlation of Tup1p and Cyc8p occupancy with the genes under their control was poor (Fig 7B and 7C). This suggests either most genes are indirectly regulated by Tup1p and Cyc8p or, that current ChIP analysis of Tup1p and Cyc8p cannot identify all their binding sites. Application of improved techniques to measure protein occupancy may reveal their precise locations across the genome in the future. Additionally, analysing cells under dynamic growth conditions might allow the entire suite of sites occupied by Tup1p and Cyc8p, and the genes under their control, to be fully exposed [66].

By comparing transcription profiles in the single mutants to the double mutant we identified genes subject to redundant repression, and some genes at which de-repression in *cyc8* was *TUP1*-dependent, and vice versa. (Fig 3B). Both results suggest novel functions for Tup1p and Cyc8p which are inconsistent with the model for Tup1-Cyc8 complex function. Despite the caveats described above, ChIP analysis of Tup1p occupancy in a *cyc8* mutant and Cyc8p occupancy in a *tup1* mutant might confirm what our global transcription analysis has suggested.

In summary, our analysis offers a compendium of data for *tup1* and *cyc8* mutants to be considered when studying Tup1-Cyc8 complex activity by traditional gene deletion analysis. We have shown *TUP1* and *CYC8* can make distinct contributions to repression and activation of specific gene cohorts. We show evidence that *TUP1* and *CYC8* can repress genes independently of each other and offer evidence that, at least at *FLO1* and *SUC2* respectively, this repression can be direct. Our data suggests that the mechanism of action of Tup1-Cyc8 is much more complex than previously thought and that Tup1p and Cyc8p can have individual roles which may be functioning when the proteins are residing within and possibly out with the complex. Further study will be required to fully elucidate the roles of the Tup1p and Cyc8p proteins and the Tup1-Cyc8 complex. Indeed, the cumulative evidence shown here and elsewhere points to the Tup1-Cyc8 complex having a much more versatile role in gene regulation which is not limited to it functioning solely as a repressor [23].

## Methods

### Yeast strains and growth conditions

The *S*. *cerevisiae* strains used are described in S2 Table. Yeast gene deletions and tagging were performed using polymerase chain reaction (PCR)-based methods [67,68]. All strain constructions were confirmed by PCR and/or western blot analysis and assayed for appropriate phenotypes/function where relevant. The construction and confirmation of the restored *FLO8* gene and the *FLO8-*myc strain, are described in S7 and S8 Figs. Cells were grown at 30°C in YPD medium unless stated otherwise.

### Protein analysis

Protein lysate preparation and western blotting analysis were performed as previously described [27,54]. The antibodies and conditions used are described in S3 Table.

### Flocculation assay

This assay was performed as previously described [54,69]. Cells with a flocculant phenotype aggregate in the absence of EDTA and are dispersed in the presence of EDTA (final concentration of 2 mM).

### Cell microscopy

Exponentially growing cells were resuspended in either sterile water or EDTA (2 mM) and viewed under 100x oil immersion magnification. Leica Application Suite (LAS) software was used to capture the images.

### Survival assays

The survival assays were performed as previously described with minor adaptations [46,70]. Aliquots (1 ml) of 5 x 10^8^ exponentially growing cells were resuspended in 5 ml YPD and incubated for 1 hour at 30°C. Aliquots were exposed to ethanol (15%), hydrogen peroxide (5 mM), Amphotericin B (15 μg/ml), growth at 50°C, and growth at 30°C (control) for 1 hour. The percent survival compared to the control was calculated by counting colony forming units (CFUs).

### Determination of transcription factor binding motifs

The known DNA binding motifs for all transcription factors (TF) found in the sequences 1000 bp upstream of the *FLO1*- and *SUC2*-type genes were retrieved from YEASTRACT [71]. The number of times a motif was found upstream of each gene was calculated and this information was compiled into a table (S1 Table). For the final analysis, any TF DNA binding motif that was found at less than 40% of both the *FLO1* and *SUC2*-type genes was omitted. A parameter of at least a difference of 10% in the proportion of genes with that motif in each of the groups (*FLO1*-type and *SUC2*-type genes) was categorised as a significant difference.

### RT-qPCR

RNA extraction, cDNA preparation and RT-qPCR analysis were performed as previously described [54]. For *SUC2* analysis, exponentially growing YPD cultures were divided into two equal portions. Cell pellets were washed twice and resuspended in YP containing glucose at either 2% (repressed) or 0.05% (de-repressed). Cultures were incubated for a further 120 min [29]. Values were normalised to *ACT1* RNA. Primers used are shown in S4 Table.

### RNA-Seq

RNA was extracted from exponentially growing cells using the Hot Phenol method and purified using the RNeasy Minelute Cleanup Kit (Qiagen) [72]. Total RNA was sent to Genewiz (Azenta Life Sciences) for rRNA depletion, cDNA library preparation and strand-specific RNA sequencing using the Illumina HiSeq Platform. Sequence reads were trimmed to remove possible adapter sequences and nucleotides with poor quality using Trimmomatic v.0.36. The trimmed reads were mapped to the *Saccharomyces cerevisiae* S288c reference genome available on ENSEMBL using the STAR aligner v.2.5.2b. and BAM files were generated. Unique gene hit counts were calculated by using featureCounts from the Subread package v.1.5.2. Genewiz preformed DGE analysis using the DESeq2 Bioconductor package. Using normalised counts, Log_2_ fold change and a Benjamini-Hochberg adjusted p-value was then calculated. Conversion from BAM into BigWig files was carried out using bamCoverage from the deeptools package [73]. The Bigwig files, which represents coverage of mapped reads, were uploaded to JBrowse and are available to view at http://bioinf.gen.tcd.ie/jbrowse/?data=RNA-seq_Tup1Cyc8_merged. The RNA-seq datasets are available in the Gene Expression Omnibus (GEO) repository (accession code GSE230732). S1 Appendix provides the RNA-seq data used to construct Figs 3, 4, 5, 7, S4, S5, S6 and S9.

### Chromatin immunoprecipitation (ChIP)

Locus-specific ChIP was performed as previously described [27,54]. The antibodies and conditions used are shown in S5 Table. For ChIP, occupancy signals were determined by comparing the enrichment of DNA found in the immunoprecipitated (IP) material versus the input (IN) material. This (IP/IN) signal was then normalised to an IP/IN signal at an internal negative control region (*Tel-VI* for RNAP II, *Int-V* for Tup1p, Cyc8-Myc and Flo8-Myc) to give the ‘relative occupancy’. Tup1p and Cyc8-Myc relative occupancy were further normalised to similarly processed ChIP results from a *tup1* deletion and an untagged (No tag) strain, respectively. Details to show the ChIP resolution and the normalisation pathway are shown in S10 and S11 Figs. Primers used are shown in S4 Table.

The global Tup1p and Cyc8p occupancy data used in Fig 7, and the Rsc1p and Gcn5p data used in S4B Fig was retrieved from a ChIP-Exo analysis performed by Rossi *et al*., 2021 [57], and is available in S2 Appendix. The processed ChIP-Exo peaks for Tup1p and Cyc8p occupancy were uploaded to JBrowse (peak mid-points are shown) and can be viewed at http://bioinf.gen.tcd.ie/jbrowse/?data=RNA-seq_Tup1Cyc8_merged.

## Supporting information

S1 Appendix Lists of genes up and downregulated in the *cyc8*, *tup1* and *tup1 cyc8* mutants and values of fold-changes in transcription relative to wt. The Excel file contains the RNA-seq data used to construct the appropriate figures.
(XLSX) Click here for additional data file.

S2 Appendix Lists of sites of Tup1p, Cyc8p, Rsc1p and Gcn5p occupancy. Data retrieved from Rossi *et al*., 2021 [57] and used in Figs 7 and S4B.
(XLSX) Click here for additional data file.

S3 Appendix Values for data used to create graphs in the figures. The Excel file contains multiple tabs, with each tab containing the data for a single figure.
(XLSX) Click here for additional data file.

S1 Fig *FLO5*, *FLO9* and *FLO10* transcript levels measured by RT-qPCR. mRNA values in the strains indicated were normalised to *ACT1* mRNA and error bars reflect standard deviation from 3–4 biological replicates.
(TIF) Click here for additional data file.

S2 Fig RT-qPCR validation of RNA-Seq data. (A) JBrowse image of RNA-Seq data of *SUR2* mRNA levels in wt, *tup1*, *cyc8* and *tup1 cyc8* strains. (B) RT-qPCR analysis of *SUR2* mRNA levels in wt and each of the mutant strains. (C) JBrowse image of RNA-Seq data of *PHO3* mRNA levels in wt, *tup1*, *cyc8* and *tup1 cyc8* strains. (D) RT-qPCR analysis of *PHO3* mRNA levels. In both B and D, mRNA levels were normalised to *ACT1* mRNA and error bars reflect standard deviation (* represents a p-value of p<0.05, ** represents a p-value of p<0.005 determined by a One-way ANOVA analysis, n = 3). (E) JBrowse image of RNA-Seq data of *FIT2* mRNA levels in wt, *tup1*, *cyc8* and *tup1 cyc8* strains. (F) JBrowse image of RNA-Seq data of *MET6* mRNA levels in wt, *tup1*, *cyc8* and *tup1 cyc8* strains.
(TIF) Click here for additional data file.

S3 Fig Regulation of *RNR3* transcription. (A) RNA polymerase II (RNAP II) occupancy at the *RNR3* open reading frame (ORF) in wt, *tup1*, *cyc8* and *tup1 cyc8* in glucose grown cells measured by chromatin immunoprecipitation (ChIP). RNAP II signals (IP/IN) were normalised to an internal negative control region (IP/IN at *Tel-VI*) (n = 3). (B) *RNR3* transcript levels measured relative to *ACT1* mRNA levels using RT-qPCR in the strains indicated (n = 3). In A and B, error bars reflect standard deviation. (C) JBrowse image of RNA-Seq data of *RNR3* mRNA levels in wt, *tup1*, *cyc8* and *tup1 cyc8* strains.
(TIF) Click here for additional data file.

S4 Fig Distribution of *FLO1*- and *SUC2*-type genes across the genome. (A) Distribution of the 429 commonly upregulated genes over the first 100 kb regions from the telomeres divided into 5 kb regions and separated into *FLO1*-type (blue), *SUC2*-type (green), and the remaining commonly upregulated genes (pink). The percentage of genes in each group was calculated. (B) Distribution of Gcn5p and Rsc1p occupancy over the first 100 kb regions from the telomeres divided into 5 kb regions. Occupancy of each protein in each 5 kb region is shown as a % of total protein occupancy over this region. It is important to note that Gcn5p and Rsc1p do not co-localise with the sub-telomeric sites of enrichment of the *FLO1*- and *SUC2*-type genes, thus acting as negative controls to support the observation of the exclusive *FLO1*- and *SUC2*-type gene localization as being unique to Tup1p and Cyc8p regulated genes. Gcn5p and Rsc1p occupancy data were extracted from Rossi *et al*., 2021 [57].
(TIF) Click here for additional data file.

S5 Fig *FLO1-* and *SUC2*-type genes are equally robustly repressed in wt. Scatterplot to show the average transcript per million (TPM) values from the three biological wt replicates for the *FLO1*- and *SUC2*-type genes. We assigned a cut-off of average TPM values ≤10 as ‘off’ in wt, represented by the dashed line.
(TIF) Click here for additional data file.

S6 Fig Analysis of *FLO1*- and *SUC2*-type gene intergenic region length and ORF size. (A) Schematic depicting how intergenic length was calculated. (B) Scatterplot depicting the up- and downstream intergenic lengths of *FLO1-* and *SUC2*-type genes and the closest protein coding gene; also shown are the ORF lengths of *FLO1-* and *SUC2-*type genes (from SGD) (75). **Correlating *FLO1*- and *SUC2*-type gene upstream intergenic region length with gene de-repression.** Graphs depicting the length of the upstream intergenic length (X axis) and the change in transcription compared to wt (Y axis) for the (C) *FLO1-*type and (D) *SUC2-*type genes in *tup1*, *cyc8* and *tup1 cyc8* mutant strains. A line of best fit is shown for each strain. For *FLO1*-type genes (C), a two tailed Spearman correlation showed a statistically significant correlation between the upstream intergenic length and upregulation of transcription in the *tup1 cyc8* strain compared to wt (P = 0.0294). For *SUC2*-type genes (D), a two tailed Spearman correlation showed a significant correlation in the *cyc8* strain (p = 0.0449).
(TIF) Click here for additional data file.

S7 Fig Restoration of a functional *FLO8* gene by PCR-mediated mutagenesis. (A) In the first round of mutagenesis, a PCR product containing a selectable marker integrates into the position immediately downstream of the *FLO8* 3’ ORF by homologous recombination. The resulting strain contains a genomic copy of *FLO8* immediately followed by the marker. (B) A forward primer was designed with homology to the *FLO8* 5’ ORF that contained an A-G base-pair substitution corresponding to position +425 of the *FLO8* ORF. This was used in conjunction with a reverse primer with homology to an intergenic region downstream of *FLO8*. Using genomic DNA from the strain with the selectable marker directly downstream of the *FLO8* ORF; these primers were used to generate a PCR product that contained the majority of the *FLO8* ORF, but with the A-G point mutation at position +425. This product also contained the selectable marker adjacent to the *FLO8* 3’ ORF. (C) A second transformation was carried out in a wild type BY4741 strain using the PCR product containing the point mutation at position +425 in the *FLO8* ORF. This resulted in a strain with a genomic copy of *FLO8* containing a G at position +425 in place of an A. This strain also contained a selectable marker immediately downstream of the *FLO8* ORF. The resulting strain (YMC19, *FLO8*+) was sequenced to confirm the point mutation. The restored *FLO8* gene in YMC19 was subsequently tagged with a 9-Myc epitope to generate strain YMC34.
(TIF) Click here for additional data file.

S8 Fig Confirmation of *FLO8* expression, *FLO8* function, and Flo8-Myc occupancy in the *FLO8+* strain. (A) Transcription from the non-functional *FLO8* gene in wt and *cyc8*, and from the restored *FLO8* gene in YMC19 (*FLO8+*), was analysed by RT-qPCR (error bars represent SD, n = 2). (B) Expression of Flo8-Myc in YMC34 was confirmed by western blot analysis. Wt and a Cyc8-myc strain were used as controls. Actin was used as a loading control. The proteins detected for Cyc8-Myc and Flo8-Myc were of the expected size. (C) *FLO1* and (D) *SUC2* mRNA levels detected by RT-qPCR in wt, *cyc8* and the *FLO8*+ strain. The result shows that *FLO1* is transcribed in the *FLO8*+ strain, whilst *SUC2* is not transcribed (error bars represent SD, n = 2). The data in C is the same data shown in Fig 6G. (E) Flo8-Myc occupancy (IP/in) at the *FLO1* promoter, *SUC2* promoter, and at a negative control region, *Int-V*. (F) Flo8-Myc occupancy data from (E) shown as ‘relative occupancy’ following normalisation to *Int-V* (error bars represent SD, n = 2). The Flo8-Myc relative occupancy data shown here for *FLO1* is the same data shown in Fig 6H. The results in C-F show that the impact of Flo8-Myc expression are specific for *FLO1*; Flo8-Myc does not occupy the *SUC2* promoter, and *SUC2* remains repressed in the *FLO8*+ strain.
(TIF) Click here for additional data file.

S9 Fig Overlap of Tup1p and Cyc8p occupancy with genes subject to unique *TUP1* and *CYC8* repression. (A) Venn diagram showing the overlap between global Tup1p occupancy and genes identified as being uniquely repressed by *TUP1* (see Fig 3F). (B) Venn diagram showing the overlap between global Cyc8p occupancy and genes identified as being uniquely repressed by *CYC8* (see Fig 3D). Tup1p and Cyc8p occupancy data were retrieved from Rossi *et al*., 2021 [57].
(TIF) Click here for additional data file.

S10 Fig Resolution capacity of ChIP analysis. (A) Representative agarose gel to show DNA fragment size before and after chromatin sonication. A 1 kb DNA ladder and a 100 bp ladder (NEB) are indicated. The gel shows results from two wt samples (wt-1 and wt-2). For each sample the DNA included was 1: pre-sonicated input genomic DNA (RNase treated); 2: pre-sonicated input genomic DNA (RNase and DNase treated); 3: sonicated input DNA (RNase treated); 4: sonicated input DNA (RNase and DNase treated). (B) Schematic of the amplicons used for ChIP analysis across the *FLO1* promoter and at the *Tel-VI* negative control region. (C) Cyc8-Myc occupancy across the *FLO1* promoter region to show specific enrichment at -585 bp in wt and *tup1*. Cross linked chromatin from a Cyc8-Myc strain (wt), *tup1*/Cyc8-Myc strain (*tup1*), and an untagged strain (No tag) were immunoprecipitated with antibodies against the Myc tag. IP/IN for each of the indicated amplicons, as well as a negative control region within the right arm of *Tel-VI*, are shown. Mean and standard deviation are shown, * = p≤0.05, ** = p≤0.005 obtained from One-Way ANOVA analysis (n = 3–4).
(TIF) Click here for additional data file.

S11 Fig Examples to show ChIP data normalisation. (A) Schematic to illustrate the amplicons used for ChIP analysis at the *FLO1* promoter and ORF. (B-C) RNA polymerase II (RNAP II) occupancy at the *FLO1* ORF in wt, *tup1*, *cyc8* and *tup1 cyc8* mutant strains. (B) IP/ IN for RNAP II occupancy at the *FLO1* ORF and the negative control region (*Tel-VI*) are shown. (C) RNAP II occupancy at the *FLO1* ORF normalised to *Tel-VI* to yield ‘relative occupancy’. (D-F) Cyc8-Myc occupancy at the *FLO1* promoter. Chromatin from a Cyc8-Myc strain (wt), a *tup1*/Cyc8-Myc strain (*tup1*), and an untagged strain (No tag), were immunoprecipitated with antibodies against the Myc tag. (D) IP/IN for Myc occupancy at the *FLO1* promoter and the negative control region (*Tel-VI)*, are shown. (E) Cyc8-Myc occupancy at the *FLO1* promoter normalized to occupancy at *Tel-VI* to yield ‘relative occupancy’. (F) *Cyc8*-Myc relative occupancy following normalization to relative occupancy in the No Tag strain. In all graphs mean and standard deviation are shown, * = p≤0.05, ** = p≤0.005 obtained from One-Way ANOVA analysis (n = 3–6).
(TIF) Click here for additional data file.

S12 Fig Loss of *CYC8* and *HDA1* specifically abolishes repression of *FLO1* transcription. (A) PCR results from genomic DNA of the strains indicated to confirm the *hda1*::*KAN* mutant strain. Lane 1: 10 bp marker (NEB), lane 2, 3: PCR using primers for *ACT1* (positive PCR control), lanes 4, 5: PCR using primers upstream of *HDA1* (hda1DFconF) and internal to *hda1*::*KAN* (KanB), lanes 6, 7: PCR using primers downstream of *HDA1* (hda1DFconR) and internal to *hda1*::*KAN* (KanC). (B) Western Blot analysis to confirm the deletion of *CYC8* in a *hda1* mutant strain (in duplicate). β-actin was used as a loading control. Bands detected were of the expected size. RT-qPCR analysis of transcription of (C) *FLO1*, (D) *SUC2* and (E) *PMA1* in the strains indicated. Values were normalised to *ACT1* mRNA and error bars reflect standard deviation (n = 3–4). (RT-qPCR data of *FLO1* and *SUC2* in the wt, *tup1*, *cyc8* and *tup1 cyc8* strains has previously been shown in Fig 2). (F) Schematic to depict Tup1p-dependent role of Hda1p in *FLO1* repression. In a *cyc8* mutant strain we propose that Hda1p, in association with Tup1p, represses *FLO1* in the absence of *CYC8*. Loss of both *CYC8* and *HDA1* results in high *FLO1* de-repression (compare *FLO1* mRNA levels in *hda1 cyc8* and *tup1 cyc8*). This result is specific to *FLO1*. Transcription at *SUC2* and *PMA1* are not significantly affected.
(TIF) Click here for additional data file.

S1 Table Transcription factor DNA binding motifs upstream of *FLO1*- and *SUC2*-type genes. (DOCX) Click here for additional data file.

S2 Table Yeast strains used in this study. (DOCX) Click here for additional data file.

S3 Table Antibodies used in Western immunoblotting. (DOCX) Click here for additional data file.

S4 Table Oligonucleotides used in study. (DOCX) Click here for additional data file.

S5 Table Antibodies and conditions used for chromatin immunoprecipitation (ChIP). (DOCX) Click here for additional data file.

# Supplementary material for: Systematic analysis of tup1 and cyc8 mutants reveals distinct roles for TUP1 and CYC8 and offers new insight into the regulation of gene transcription by the yeast Tup1-Cyc8 complex
**Source:** PLoS Genet. 2023 Aug 11;19(8):e1010876. doi: 10.1371/journal.pgen.1010876
**Supplement:** S1 Table

**S1 Table. Transcription factor DNA binding motifs enriched upstream of *FLO1*- and *SUC2*-type genes.**

| **Transcription**  **Factor** | **% Genes** | | **Documented Interaction** | | **Transcription Factor Function** |
| --- | --- | --- | --- | --- | --- |
|  | ***FLO1*-Type** | ***SUC2*-Type** | **Tup1p** | **Cyc8p** |  |
| **TF binding motifs found at more *FLO1*-type than *SUC2*-type genes** | | | | | |
| **Yap1** | 82.1 | 67.3 | G (1) | G (1) | Activates transcription of anti-oxidant genes in response to oxidative stress |
| **Hac1** | 74.4 | 61.8 | G (1) | P (1, 2) | Regulates unfolded protein response |
| **Gcn4** | 59 | 39.1 | G - Weak Interaction (3) | G -Strong Interaction (3) | Transcriptional activator of amino acid biosynthetic genes |
| **TF binding motifs found at more *SUC2*-type than *FLO1*-type genes** | | | | | |
| **Rtg1/ Rtg3** | 79.5 | 90.9 | No | P (4) | Rtg1p and Rtg3p form a complex. RTG3 = TF for retrograde (RTG) and TOR pathways; forms a complex with Rtg1p |
| **Msn2** | 66.6 | 83.6 | No | No | Stress-responsive transcriptional activator |
| **Msn2/Msn4/ Nrg1/ Rph1** | 61.5 | 74.6 | No | P (Nrg1) | Msn4 - Stress-responsive transcriptional activator. Rph1 - Histone demethylase |
| **Nrg1** | 46.2 | 72.7 | No (5) | P (5, 6) | Negative regulator of glucose-repressed genes |
| **Upc2** | 33.3 | 47.3 | No (7) | No (7) | Sterol regulatory element binding protein |
| **Hap1** | 25.6 | 41.8 | G (8) | G (2) | Regulation of gene expression in response to levels of heme and oxygen. Acts as activator or repressor |

**S1 Table. DNA binding motifs upstream of *FLO1*- and *SUC2*-type genes.** Information includes the name of the transcription factor (TF), the percentage of genes where the DNA binding motif appears at least once in the upstream region of *FLO1*- and *SUC2*-type genes (9). The known interaction between the TF and the subunits of the Tup1-Cyc8 complex, which may be either genetic (G) or physical (P). The known function of the TF, retrieved from the SGD website (10). Motifs that occur in less than 40% of genes in both cohorts of genes were not included for this analysis. The percentage of *FLO1-* or *SUC2-*type genes that had each motif was calculated. Shown here are only those motifs that show more than 10% difference in the proportion of genes containing that motif in each cohort.

**References**

1. Kumawat,R. and Tomar,R.S. (2022) Heavy metal exposure induces Yap1 and Hac1 mediated derepression of GSH1 and KAR2 by Tup1-Cyc8 complex. *J Hazard Mater*, **429**, 128367.

2. Kliewe,F., Engelhardt,M., Aref,R. and Schüller,H.-J. Promoter recruitment of corepressors Sin3 and Cyc8 by activator proteins of the yeast Saccharomyces cerevisiae.

3. Kim,S.J., Swanson,M.J., Qiu,H., Govind,C.K. and Hinnebusch,A.G. (2005) Activator Gcn4p and Cyc8p/Tup1p are interdependent for promoter occupancy at ARG1 in vivo. *Mol Cell Biol*, **25**, 11171–83.

4. Conlan,R.S., Gounalaki,N., Hatzis,P. and Tzamarias,D. (1999) The Tup1-Cyc8 Protein Complex Can Shift from a Transcriptional Co-repressor to a Transcriptional Co-activator*. *Journal of Biological Chemistry*, **274**, 205–210.

5. Lettow,J., Kliewe,F., Aref,R. and Schüller,H.-J. (2023) Functional characterization and comparative analysis of gene repression-mediating domains interacting with yeast pleiotropic corepressors Sin3, Cyc8 and Tup1. *Curr Genet*, 10.1007/s00294-023-01262-6.

6. Park,S.H., Koh,S.S., Chun,J.H., Hwang,H.J. and Kang,H.S. (1999) Nrg1 is a transcriptional repressor for glucose repression of STA1 gene expression in Saccharomyces cerevisiae. *Mol Cell Biol*, **19**, 2044–50.

7. Jordá,T. and Puig,S. (2020) Regulation of Ergosterol Biosynthesis in Saccharomyces cerevisiae. *Genes (Basel)*, **11**.

8. Zhang,L. and Guarente,L. (1994) Evidence that TUP1/SSN6 has a positive effect on the activity of the yeast activator HAP1. *Genetics*, **136**, 813–817.

9. Monteiro,P.T., Oliveira,J., Pais,P., Antunes,M., Palma,M., Cavalheiro,M., Galocha,M., Godinho,C.P., Martins,L.C., Bourbon,N., *et al.* (2020) YEASTRACT+: a portal for cross-species comparative genomics of transcription regulation in yeasts. *Nucleic Acids Res*, **48**, D642-d649.

10. Cherry,J.M., Adler,C., Ball,C., Chervitz,S.A., Dwight,S.S., Hester,E.T., Jia,Y., Juvik,G., Roe,T., Schroeder,M., *et al.* (1998) SGD: Saccharomyces Genome Database. *Nucleic Acids Res*, **26**, 73–9.

# Supplementary material for: Systematic analysis of tup1 and cyc8 mutants reveals distinct roles for TUP1 and CYC8 and offers new insight into the regulation of gene transcription by the yeast Tup1-Cyc8 complex
**Source:** PLoS Genet. 2023 Aug 11;19(8):e1010876. doi: 10.1371/journal.pgen.1010876
**Supplement:** S2 Table

**S2 Table. Yeast strains used in this study.**

| **Strain** | **Genotype** | **Description** | **Source** |
| --- | --- | --- | --- |
| BY4741 | *Mat*a *his3Δ1* *leu2Δ0* *met15Δ0* *ura3Δ0* | wt, Fig 1-3,6A, 6B, 6D, 6E, 6G, 6I. Labelled as ‘No tag’ in Fig 6C & 6F.  S Figs 1-3, 8A-D, 10A, 11B, 11C, 12A-E.  Labelled as No Tag in 10C, 11D-F | (Brachmann et al., 1998) (1) |
| YAFTCD5 | *Mat*a*; his3Δ1; leu2Δ0; met15Δ0; ura3Δ0;* *tup1Δ::KanMX4* | *tup1* Fig 1-5, 6A, 6B, 6D, 6E, 6I.  S Figs 1-3, 6C, 6D, 11B, 11C, 12C-E | ResGen library |
| YAFTCD4 | *Mat*a; *his3Δ1; leu2Δ0; met15Δ0; ura3Δ0*; *cyc8Δ::KanMX4* | *cyc8* Figs 1-5, 6A, 6B, 6D, 6E, 6G  S Figs 1-3, 6C, 6D, 8A, 8C, 8D, 11B, 11C, 12C-E | ResGen library |
| YMC12 | *Mat*a*; his3Δ1; leu2Δ0; met15Δ0; ura3Δ0; tup1Δ::KanMX4; cyc8Δ::URA3* | *tup1 cyc8,* Figs1-6  S Figs 1-3, 6C, 6D, 11B, 11C, 12C-E | Fleming lab |
| YPOD1 | *Mat*a*; his3Δ1; leu2Δ0; met15Δ0; ura3Δ0;*  *CYC8-9Myc::KanMX4* | Cyc8-Myc, labelled as wt in Figs 6C & 6F  S Figs 10C, 11D-F | Fleming lab |
| YMC11 | *Mat*a*; his3Δ1; leu2Δ0; met15Δ0; ura3Δ0;*  *CYC8-9Myc::KanMX4; tup1::URA3* | Cyc8-Myc, *tup1*. Figs 6C & 6F.  S Figs 10C, 11D-F. | Fleming lab |
| YMC19 | *BY4741* (*Mat*a *his3Δ1* *leu2Δ0* *met15Δ0* *ura3Δ0) FLO8A245G::hph-NT1* | *FLO8+* untagged strain  Figs 6G & 6I.  S Figs 8A, 8C, 8D | This study |
| YMC34 | BY4741 (*Mat*a *his3Δ1* *leu2Δ0* *met15Δ0* *ura3Δ0) FLO8A245G::9myc::KanMX* | *FLO8+* tagged strain, Fig 6H.  S Figs 8E & 8F | This study |
| YAFTCD2 | *Mat*a; *his3Δ1; leu2Δ0; met15Δ0; ura3Δ0*; *hda1Δ::KanMX4* | *hda1,* Discussion,  S Figs 12A-E | ResGen library |
| YBL19 | *Mat*a; *his3Δ1; leu2Δ0; met15Δ0; ura3Δ0*; *hda1Δ::KanMX4 cyc8Δ::HIS3* | *hda1 cyc8,* Discussion,  S Figs 12B-E | This study |

**References**

1. Brachmann CB, Davies A, Cost GJ, Caputo E, Li J, Hieter P, et al. Designer deletion strains derived from Saccharomyces cerevisiae S288C: a useful set of strains and plasmids for PCR-mediated gene disruption and other applications. Yeast. 1998 Jan 30;14(2):115–32.

# Supplementary material for: Systematic analysis of tup1 and cyc8 mutants reveals distinct roles for TUP1 and CYC8 and offers new insight into the regulation of gene transcription by the yeast Tup1-Cyc8 complex
**Source:** PLoS Genet. 2023 Aug 11;19(8):e1010876. doi: 10.1371/journal.pgen.1010876
**Supplement:** S3 Table

**S3 Table. Antibodies used in Western immunoblotting.**

| **Protein** | **Dilution** | **Source** |
| --- | --- | --- |
| β-actin | 1:3000 | Abcam (ab8224) |
| Myc | 1:5000 | Millipore (05-724) |
| Cyc8 | 1:500 | Santa Cruz (sc-11953) |
| Tup1 | 1:5000 | J. Reese |

Protein lysates (30μg) were electrophoresed on 12% acrylamide gels, and protein was transferred to a PVDF Immobilon membrane (Millipore). All antibodies were diluted in 5 % skimmed milk in Tris-buffered saline with 0.05% Tween 20 (TBST). Blots were developed with ECL Western Blotting Substrate (Pierce).

# Supplementary material for: Systematic analysis of tup1 and cyc8 mutants reveals distinct roles for TUP1 and CYC8 and offers new insight into the regulation of gene transcription by the yeast Tup1-Cyc8 complex
**Source:** PLoS Genet. 2023 Aug 11;19(8):e1010876. doi: 10.1371/journal.pgen.1010876
**Supplement:** S4 Table

**S4 Table. Oligonucleotides used in study.**

| **Name:** | **Sequence (5’-3’):** | **Description:** | **Distance relative to ATG:** |
| --- | --- | --- | --- |
| ***ACT1* ORF-F** | GAGGTTGCTGCTTTGGTTATTGA | *ACT1* transcription | +318 |
| ***ACT1* ORF-R** | ACCGGCTTTACACATACCAGAAC |  |  |
| ***FLO1* RT-F** | TACCACCACAGACGGGTTCT | *FLO1 t*ranscription/ ORF ChIP | +481 |
| ***FLO1* RT-R** | CAACAGTTGAACGCGGTTGC |  |  |
| ***FLO5* RT5'-F2** | GGATGGAAGTCTCCCTGACA | *FLO5* transcription | +635 |
| ***FLO5* RT5'-R2** | GGAAACGGCATTGGAGTAAA |  |  |
| ***FLO9* RT5'-F** | TCGTCACATTGCTGGGATTA | *FLO9* transcription | +105 |
| ***FLO9* RT5'-R** | TGCTGCATTCGAATATGTGG |  |  |
| ***FLO10* RT-F** | GCGGTTAGTTCTGACATCGAAAAT | *FLO10* transcription | +3164 |
| ***FLO10* RT-R** | TTTTGTCTCAGCAGCCTCTGAA |  |  |
| ***SUC2* RT486-F** | AGCTGCCAACTCCACTCAAT | *SUC2* transcription/  ORF ChIP | +486 |
| ***SUC2* RT486-R** | ATTTGGCAGCCGTCATAATC |  |  |
| ***SUR2*_F** | CAAGGCCCCTGCCATTAAT | *SUR2* transcription | +114 |
| ***SUR2*_R** | CACTCATTTCCGGCAGCAA |  |  |
| ***PHO3*_F** | CGTGAGTTTTTAGCGCAATATGG | *PHO3* transcription | +479 |
| ***PHO3*_R** | GCGAAAATTGGGAAACTGGTT |  |  |
| ***RNR3*_F** | ACTTTGAACTCGGCCATCGT | *RNR3* transcription | +424 |
| ***RNR3*_R** | CGAACGCTCCAGTGTCTTGA |  |  |
| ***TEL VI*-R 121 F** | CGTGTGTAGTGATCCGAACTCAGT | Control region (ChIP) | N/A |
| ***TEL VI*-R 121 R** | GACCCAGTCCTCATTTCCATCAATAG |  |  |
| ***INT-V*** | TAAGAGGTGATGGTGATAGGCGT | Control region (ChIP) | N/A |
| ***INT-V*** | CCCTCGGGTCAAACACTACAC |  |  |
| **NUC2-F** | CGC ATT TTT ATT ACT CTG AAC AGG | *SUC2* ChIP (Promoter) | -445 |
| **NUC2-R** | GGA CGT GGG GTC GAT TAA C |  |  |
| **NUC4-F (TATA)** | TGGAAGAAAGATTTGACGACTTT | *SUC2* ChIP (Promoter) | -168 |
| **NUC4-R (TATA)** | TGTTTCTTTTCAGGAGGAAGGA |  |  |
| **IPFLO1-F** | AAAGGAACATATTTCACTCTTGCTC | *FLO1* ChIP (Promoter) | -52 |
| **IPFLO1-R** | TCTGTTTACTGGTGACAAGAATTAAAA |  |  |
| **IPFLO3-F** | GCTTCCAGTATGCTTTCACG | *FLO1* ChIP (Promoter) | -585 |
| **IPFLO3-R** | GCCTACGTATTCTCCGTCAC |  |  |
| **IPFLO5-F** | TTGAATGGCACTAGTCGATCG | *FLO1* ChIP (Promoter) | -1168 |
| **IPFLO5-R** | TTAAACTTACGGCATCTTGAACATT |  |  |
| **CYC8_PRS_F** | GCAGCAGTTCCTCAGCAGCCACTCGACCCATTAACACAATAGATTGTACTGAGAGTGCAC | *CYC8* deletion | N/A |
| **CYC8_PRS_R** | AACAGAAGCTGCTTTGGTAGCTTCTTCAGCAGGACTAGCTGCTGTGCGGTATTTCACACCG |  |  |
| ***ACT1* F** | CTGAATTAACAATGGATTCTGG | PCR control | N/A |
| ***ACT1* R** | AGATACCTCTCTTGGATTGAGC |  |  |
| **Kan B-F** | CTGCAGCGAGGAGCCGTAAT | Strain confirmation (PCR) | N/A |
| **Kan C-R** | TGATTTTGATGACGAGCGTAAT |  |  |
| ***HDA1* DFcon-F** | TTGCAGCCTCCTTCTCAAT | Strain confirmation (PCR) | N/A |
| ***HDA1* DFcon-R** | CTCCTCCAAAACCACTGCTC |  |  |
| ***FLO8*mut*-F*** | GGCTTTTTGTATGAATGGTGGCAAAT | *FLO8* restoration | N/A |
| ***FLO8*DF-R** | GGTTCAGTTCACAGGGCTTA |  |  |
| ***FLO8*tag-F** | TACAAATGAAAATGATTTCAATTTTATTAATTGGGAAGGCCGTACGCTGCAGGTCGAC | *FLO8 tagging* | N/A |
| ***FLO8*pFA6-R** | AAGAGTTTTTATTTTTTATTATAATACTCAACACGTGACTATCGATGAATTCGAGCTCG |  |  |

# Supplementary material for: Systematic analysis of tup1 and cyc8 mutants reveals distinct roles for TUP1 and CYC8 and offers new insight into the regulation of gene transcription by the yeast Tup1-Cyc8 complex
**Source:** PLoS Genet. 2023 Aug 11;19(8):e1010876. doi: 10.1371/journal.pgen.1010876
**Supplement:** S5 Table

**S5 Table: Antibodies and conditions used for chromatin immunoprecipitation (ChIP)**

| **Antibody** | **Amount of antibody (μl)** | **Number of washes** | **Protein A or G** | **Source of antibody** |
| --- | --- | --- | --- | --- |
| RNA Pol II | 4.5 | 2 | A/G mix | Covance (MMS-126R) |
| Tup1 | 1.5 | 2 | A | J. Reese |
| Myc | 2.5 | 2 | G | Millipore (05-724) |

Antibodies were added to cell lysates and incubated with rotation at 4°C overnight. The anti-Tup1 antibody was a generous gift from J. Reese. The chromatin-antibody-bead complexes were collected by the addition of 30 µl of the appropriate Dynabead or Dynabeads mix and incubation for 2 hours at 4°C. All chromatin-antibody-bead complexes were washed in 1 ml FA lysis buffer for 5 minutes, followed by either one or two washes (as indicated in Table S4) in 1 ml ChIP wash buffer #1 (50 mM HEPES [pH 7.5], 0.5 M NaCl, 1 mM EDTA, 1 % Triton X-100, 0.1 % Sodium deoxycholate), either one or two washes (as indicated in Table S4) in 1 ml ChIP wash buffer #2 (10 mM Tris-Cl [pH 8.0], 0.25 M LiCl, 1 mM EDTA, 0.5 % NP-40, 0.5 % Sodium deoxycholate) and a single wash in 1 ml TE (pH 7.5). Beads were then resuspended in 250 µl ChIP elution buffer (25 mM Tris Cl [pH 7.5], 5 mM EDTA, 0.5 % SDS) and the chromatin was eluted after the sequential incubation at 65°C for 20 minutes, rotation for 10 minutes at room temperature and centrifugation at 16,363 rcf for 1 minute. The resultant supernatant was protease treated and the cross-links were reversed. Input (in) and immunoprecipitated DNA (IP) were purified using a QiaQuick PCR purification kit (Qiagen) according to manufacturer’s instructions.

DNAs were analysed in triplicate by real-time quantitative PCR (qPCR) using a SYBR Green Master Mix (ABI) and ABI Step-One Plus PCR machine.

How the deposited data were processed for this re-analysis (not part of the article)

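RNA from 3 biological replicates of each of 4 *S. cerevisiae* strains, wt, *tup1*, *cyc8* and *tup1 cyc8*, grown in 2% glucose at 30°C to an OD600 of 0.6 to 0.8, was sequenced by the authors. According to the paper's methods, the authors trimmed adapters and low-quality bases with Trimmomatic, mapped the reads to the S288c genome with STAR and made the raw counts per gene with featureCounts from reads that hit a single gene, before the tables were deposited. The raw counts were deposited without normalisation. The authors also deposited normalised tables, whose signal values are the raw counts divided by 1 DESeq2 size factor per library. The normalised tables hold 5909 genes for *tup1*, 5943 for *cyc8* and 5932 for *tup1 cyc8*, and were used only to read the authors' filter. The raw counts were used for every value reported here. The 3 wt libraries are identical in the 3 tables, so the comparisons share their controls.

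The tables name 6400 genes, of which 6162 were matched to the R64 annotation, 5968 of them protein-coding. Of the 238 names without a match, 228 have the form of a tRNA name. A line without a gene name held between 0.0647% and 0.340% of the counts of a library and was left out. The total counts per library, with this line, ranged from 12682293 to 17910416 (median 15498276). A gene with 3 counts, taken as the detection floor, has a fold change that is reported only as a bound. A gene was called repeated when over 10% of its stretches of 31 bases occur elsewhere in the genome.

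Differential expression was computed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Counts were filtered with filterByExpr and normalised with TMM, and dispersions were estimated with estimateDisp before glmQLFit and glmQLFTest. Each mutant was compared with wt in a fit of 6 libraries, and the mutants with one another, and with the sum of the 2 single changes, in a fit of 12. The limits were a log2 fold change of at least 1 and a Benjamini-Hochberg adjusted p of at most 0.01. Standard errors are the log2 fold change divided by the square root of the F statistic. Means over a set of genes used log2(CPM + 1), minus the mean of the wt libraries. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 gave the permutation and Fisher tests, with 100000 resamples where a group held 10 or more values and exact enumeration otherwise, and matplotlib 3.10.9 drew the plots. All tests were two-sided.

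Genes were called uniquely repressed by *CYC8* at a log2 fold change of at most 0.3 in *tup1*, no higher value in *tup1 cyc8* than in *cyc8*, and a mean TPM above 60. *SUC2*-type and *FLO1*-type genes were the commonly upregulated genes with their highest log2 fold change in *cyc8* and lowest in *tup1*, and those with a higher one in *tup1* than in *cyc8*. Distances were measured to the telomere boundary of the annotation. Single genes were named by a rule: the deleted and marker genes, the genes the paper names for its RNA-seq data, and per mutant the 3 largest increases and the 3 largest decreases among genes past the limits. Genes named as members of a small set fall outside it and were chosen after their values were seen.

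The comparisons, the rule for named genes and 20 alternatives, besides leaving out each library in turn, were set before the data were examined. They changed the test (DESeq2 1.42.0, or glmTreat against a 2-fold change), the normalisation (RLE size factors, or library size only), the filter (none, or at least 10 counts in every library), the design (a fit of all 4 strains, or the replicate number as a block), the adjusted p (at most 0.05), the genes counted, the expression limits, the pseudocount (0.1), the definition of the types, the telomere distance and limit, and the neighbouring genes. DESeq2 on genes with more than 60 counts over the 6 libraries, the filter the authors' normalised tables show, and a TPM limit in every or in any mutant, were added after the data were seen. The 11 gene families were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. The correlations of same-number pairs of residuals had a median of 0.0335 over 18 pairs, but for *tup1* and *tup1 cyc8* the 3 same-number pairs gave 0.203, 0.329 and 0.244, and the 6 pairs with different numbers -0.344 to 0.0515. The methods name no shared batch. *tup1 cyc8* was therefore also compared with *tup1* in a fit of these 6 libraries, without and with the replicate number as a block, which was added after the data were seen.

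The tests were tested on simulated data. Of 200 genes changed in simulated counts, edgeR called 199 and glmTreat 134, with 0 unchanged genes called. The simulated changes all exceeded a 2-fold change, in genes without low counts. Every gene had a dispersion of 0.03, and no library lay apart. These rates therefore do not carry over to changes near the limit or to sets that depend on *cyc8* replicate 1. At 3 libraries per strain, an exact permutation test of library means cannot give a p under 0.1. The RT-qPCR, ChIP and nucleosome experiments were not analysed here.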

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

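The tests on *CYC8* in *tup1 cyc8*, on reads in the wrong library and on reads shared between gene copies were chosen only after the results were seen.

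The effect of deleting *TUP1* differed between strains with and without *CYC8*, in a test of the difference itself. In the fit of all 12 libraries, 407 of 5995 genes were lower in *tup1 cyc8* than the sum of the single changes on the log2 scale, and 139 were higher, at an adjusted p of at most 0.01 by edgeR's quasi-likelihood test. At an unadjusted p under 0.05, 1028 were lower and 759 higher. Of the 50 groupings of the 12 libraries, 1, the real one, gave as many genes (546), and the next highest gave 318. Random groupings mix strains, which puts strain differences into the spread within groups and lowers the calls. This count therefore says little about the interaction itself. Without *cyc8* replicate 1 the numbers were 594 lower and 337 higher.

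Of the 407 genes, 292 were upregulated in all 3 mutants, and 181 had a higher log2 fold change in *tup1 cyc8* than in both single mutants. The choice of the log2 scale was tested as a source of this pattern, and the test argues against it: on the linear scale, 364 of the 407 were still below the sum, 281 of them by more than 2 standard errors, and 43 were above it, 28 by more than 2. GC content and gene length explained 6.54% of the variance of the interaction over all genes. That the paper's strains differ in their repressor subunits is the biological explanation the design names. A candidate explanation is that *TUP1* and *CYC8* act on these genes in the same complex, which these libraries do not test. *tup1* cells in the *tup1 cyc8* cultures, left open below, would also pull these genes toward their *tup1* level. Their part in this pattern was not tested.

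Of the 139 genes that were higher, 133 were not upregulated in any mutant and 124 were lower than wt in both single mutants. Reads shared between copies of a gene do not account for the whole: of the 138 genes with a value, 50 had over 10% repeated sequence and 88 had at most 10%. GC content and gene length explained 6.54% of the variance here too. Repeated genes made up 36.2% of the higher genes against 5.81% of all tested genes (Fisher's exact test, two-sided, p = 6.4e-28). Of these 50 genes, 39 are retrotransposon genes. The counts summed over all 89 retrotransposon genes, which reads moving between copies would leave additive, lay above the sum of the single changes by 3.16 on the log2 scale (standard error 0.0851 over the libraries), at 36.6% of wt where 4.11% would be additive, which argues against shared reads as the source for them. For the other 11, or 7.97% of the higher genes, shared reads and a change of single copies cannot be told apart, since the counts do not place reads on copies.

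*CYC8* had 84.2 ± 4.58 CPM in *tup1 cyc8* (SD, n = 3), a strain in which the gene is deleted, against 8.50 ± 1.05 in *cyc8*. The paper does not report on this gene's counts. wt cells in the cultures would bring *TUP1* and *CYC8* at the same percent of their wt level, while *TUP1* was at 4.32% and *CYC8* at 44.7%, which argues against them. *tup1* cells would need a share of 45.6%, which would leave each gene at no less than this share of its *tup1* level. Only 2 genes were below that level, *YJR027W* (-3.21) and *PHM6* (-2.32), too few to exclude *tup1* cells as the source. A part of the *CYC8* gene left in place would leave counts as well, and the 44.7% does not decide, since the files give no position within the gene. The counts do not tell the presence of *tup1* cells and a remaining part of the gene apart. The paper lists primers for *CYC8* deletion, and their positions in the gene were not looked up here. *tup1* cells at a share of 45.6% would pull the *tup1 cyc8* value of each gene toward *tup1*. This possibility bears on every comparison with *tup1 cyc8*, among them the 407 genes under the sum of the single changes. It also bears on the gene sets defined by *tup1 cyc8* and on the direct comparisons of *SUC2*, *FIT2* and *MET6*. *URA3*, which replaces *CYC8* in this strain, had 411 to 687 counts per library.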

How the results depend on the processing

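The alternatives gave 728 values for 59 results besides single genes, not counting fits without a library, and 654 of these kept their direction and their side of the threshold, or stayed within 1.5 times the count. 3 were weaker, 6 stronger, 57 moved and 8 reversed. For single genes, 328 of 337 values were the same, 3 weaker, 5 stronger and 1 reversed. The cause of the changes below was not tested, except where an alternative tests against a larger change or counts fewer genes by its construction. DESeq2 on genes with more than 60 counts, the fit of the *tup1* and *tup1 cyc8* libraries alone, and a TPM limit in every or in any mutant, were chosen after seeing the data.

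Testing against a 2-fold change with glmTreat, which by construction calls fewer genes, gave 260, 398 and 478 upregulated and 36, 61 and 32 downregulated genes in *tup1*, *cyc8* and *tup1 cyc8*. 2 genes were then upregulated only in *tup1*, 50 only in *cyc8*, 117 in *cyc8* and *tup1 cyc8*, 1 in *tup1* and *cyc8*, and 230 in all 3. It gave 1 gene uniquely repressed by *CYC8*, 6 that need *TUP1* and 1 gene lower in *tup1 cyc8* than in *cyc8* among those upregulated only in *cyc8*. It gave 53 *FLO1*-type genes, 14 past the direct comparison, and 45 *SUC2*-type genes, 20 past it. Of the common genes 4 were highest in *tup1*, 50 in *cyc8*, 176 in *tup1 cyc8*, and 172 were lowest in *tup1*. The sub-telomeric difference of the common genes in *cyc8* was 0.33 (permutation p = 0.178), and 6 *FLO1*-type genes lay at 15 to 20 kb (Fisher's exact p = 0.029).

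With library size only, 367 genes were downregulated in *cyc8* and 753 in *tup1 cyc8*. 11 genes were upregulated only in *tup1*, 67 only in *tup1 cyc8*, 115 in *cyc8* and *tup1 cyc8*, and 11 in *tup1* and *cyc8*. 3 genes were uniquely repressed by *CYC8* and 1 by *TUP1*. Among the genes upregulated only in *tup1 cyc8*, 12 were higher than in *cyc8*, 19 higher than in *tup1* and 8 higher than in both. 40 common genes were highest in *tup1*. 11 *FLO1*-type genes lay at 15 to 20 kb (Fisher's exact p = 0.0065), and the correlation of the *FLO1*-type genes in *tup1* was 0.257 (permutation test, adjusted p = 0.046). *PHO3* in *cyc8* reversed to -0.33.

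DESeq2 gave 43 genes higher than in *cyc8* and 31 higher than in both among those upregulated only in *tup1 cyc8*, 21 genes lower than in *cyc8* among those upregulated only in *cyc8*, 66 *SUC2*-type genes past the direct comparison and 241 higher non-additive genes. DESeq2 on genes with more than 60 counts gave 42, 30, 21, 67 and 239. An adjusted p of at most 0.05 gave 49 genes higher than in *cyc8*, 80 higher than in *tup1* and 39 higher than in both, 27 lower than in *cyc8*, 77 *SUC2*-type genes past the direct comparison, and 363 higher and 660 lower non-additive genes.

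With no limit on TPM, 29 genes were uniquely repressed by *CYC8* and 1 by *TUP1*, and with an adjusted p above 0.01 in *tup1* as the criterion, 41 genes needed *TUP1*. Keeping only genes past the direct comparison left 22 *FLO1*-type and 43 *SUC2*-type genes. At 15 to 20 kb, 9 *FLO1*-type genes passed p = 0.05 with RLE size factors (Fisher's exact p = 0.038), a fit of all 4 strains (0.039) and the distance from the 5' end (0.025). The upstream length difference was 296 bp in a fit of all 4 strains (permutation p = 0.051) and 310.2 bp with the replicate block (permutation p = 0.055).

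The correlation of the *SUC2*-type genes in *tup1*, 0.00293, was negative with RLE size factors (-0.0284), library size only (-0.00472), no filter (-0.0312), at least 10 counts in every library (-0.0175), glmTreat (-0.0327), non-coding genes left out (-0.0262), the replicate block (-0.0395) and any annotated gene as neighbour (-0.0134), each with an adjusted p above 0.8 by permutation.

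The fits that each left out a library moved some counts by over 1.5 times or across a threshold. Downregulated genes in *cyc8* ran from 88 to 212, genes upregulated only in *tup1* from 3 to 12, only in *cyc8* from 55 to 157, only in *tup1 cyc8* from 95 to 221, in *tup1* and *tup1 cyc8* from 17 to 69 and in *tup1* and *cyc8* from 1 to 9. Genes uniquely repressed by *CYC8* ran from 5 to 15 and genes that need *TUP1* from 14 to 42. Among genes upregulated only in *tup1 cyc8*, those higher than in *cyc8* ran from 15 to 32, than in *tup1* from 23 to 69 and than in both from 11 to 24. Genes lower than in *cyc8* ran from 2 to 63. *FLO1*-type genes past the direct comparison ran from 14 to 25, *SUC2*-type genes from 21 to 91, and common genes highest in *tup1* from 6 to 19. Non-additive higher genes ran from 89 to 337. The values 212, 157, 42, 63, 91 and 337 were those without *cyc8* replicate 1, and 12, 69 genes upregulated in *tup1* and *tup1 cyc8*, and 69 higher than in *tup1* were those without wt replicate 3. The lowest values came without *cyc8* replicate 2 (88 and 2), wt replicate 1 (55, 5 and 14), *tup1* replicate 2 (17, 14 and 21), *tup1 cyc8* replicate 3 (95, 23 and 11) or *cyc8* replicate 3 (15 and 89). Genes upregulated only in *tup1* numbered 3 without *tup1* replicate 3, those in *tup1* and *cyc8* 1 without *tup1* replicate 1 and 9 without *tup1 cyc8* replicate 3, and common genes highest in *tup1* 6 without wt replicate 2 and 19 without *tup1* replicate 1.

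Without a library, the mean of all upregulated genes in *cyc8* minus *tup1* ran from -0.26 to 0.0591, positive without wt replicate 3, *cyc8* replicate 2 or *cyc8* replicate 3, and *tup1 cyc8* minus *tup1* from -0.11 to 0.21, negative without each of the *tup1* libraries. *tup1 cyc8* minus *cyc8* stayed positive and ran from 0.00315 without *cyc8* replicate 2 to 0.30 without *tup1 cyc8* replicate 3. The *FLO1*-type genes at 15 to 20 kb numbered 6 to 10, with 8 fits past 0.05 in Fisher's exact test against the *SUC2*-type genes, without wt replicate 1 (0.011), wt replicate 2 (0.012), wt replicate 3 (0.022), *tup1* replicate 3 (0.016), *cyc8* replicate 1 (0.036), *tup1 cyc8* replicate 1 (0.0064), *tup1 cyc8* replicate 2 (0.037) or *tup1 cyc8* replicate 3 (0.040). The upstream length difference ran from 268 to 485 bp, with 5 fits no longer past it. The correlations of the *FLO1*-type genes ran from 0.162 to 0.308 in *tup1*, from 0.114 to 0.266 in *cyc8* and from 0.156 to 0.360 in *tup1 cyc8*, with the highest value, past the threshold, without *cyc8* replicate 1. Those of the *SUC2*-type genes ran from -0.0827 to 0.0784, from -0.0696 to 0.108 and from -0.0808 to 0.0807. The log2 fold change of *CYC8* in *tup1* ran from -0.13 to 0.0835, of *PHO3* in *cyc8* from -0.0714 to 0.0726, of *MET6* in *tup1* from -0.20 to 0.10, and *RNR3* in *tup1 cyc8* minus *cyc8* from -0.38 to 0.0682. For single genes, 15 values were weaker, 5 stronger and 9 reversed of 282. *SUC2* in *tup1 cyc8* minus *cyc8* ran from 0.74 to 0.95 with an edgeR adjusted p of up to 0.020.

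With the replicate block, 438, 713 and 827 genes were upregulated and 78, 110 and 110 downregulated. In the fit of the *tup1* and *tup1 cyc8* libraries alone, 1053 genes differed between the strains, and 1290 with the replicate block, against 832 in the fit of 12 libraries, or 794 with the block. In it, 62 of the 148 genes upregulated only in *tup1 cyc8* were higher than in *tup1*, and 79 with the replicate block. *FIT2* passed the limit in that fit (edgeR, adjusted p = 0.0018, and 0.0033 with the block) and *RNR3* did not (0.099 and 0.085). At 3 counts a gene has a CPM of 0.168 to 0.237, and 9, 15 and 19 upregulated genes had every wt library at or under 3 counts, which makes their fold changes uncertain.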

Differences from the paper's values

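The paper reports 6 genes uniquely repressed by *TUP1*, and 0 were found here with the parameters for *CYC8* mirrored, a choice the paper does not spell out. The 5 genes with a log2 fold change of at most 0.3 in *cyc8* are *AQY2*, *DUR3*, *PHO3*, *YDR210W-B* and *YLL053C*, which are in Fig 3F, and the sixth gene there, *SAE3*, was not tested in *cyc8*. None of the 5 met the other 2 parameters together. None of the alternatives set before the data were examined came within the range taken as no difference, and they gave 0 or 1 genes.

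The paper reports 14 genes that were upregulated in *cyc8* and need *TUP1*, against 24 here. Of 25 alternatives, 11 came within that range: library size only (18 genes), no filter on low counts (20), at least 10 counts in every library (21), the replicate block (20), TPM averaged over all 3 mutants (19), and the fits without wt replicate 1 (14), wt replicate 2 (15), wt replicate 3 (21), *tup1* replicate 3 (19), *cyc8* replicate 2 (14) or *cyc8* replicate 3 (16). The others did not, and the alternatives ranged from 6 to 42 genes. The paper applies its TPM limit to each of the mutants. A limit that every mutant had to pass, chosen after seeing the data, gave 17 genes, which is within that range, and a limit that any mutant had to pass gave 24.

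The paper reports 40 *FLO1*-type genes, against 87 here. Of 24 alternatives, only glmTreat, with 53 genes, came within that range, and the alternatives ranged from 22 to 109 genes.

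For the correlation of upstream length with log2 fold change, the paper reports p = 0.0294 for the *FLO1*-type genes in *tup1 cyc8*, against a permutation p of 0.107 here. Of 25 alternatives, 7 came within that range: a fit of all 4 strains (0.0331), glmTreat (0.0375), only genes past the direct comparison (0.0292), *FLO1*-type genes lowest in *cyc8* of all 3 mutants (0.0430), and the fits without wt replicate 1 (0.0371), *tup1* replicate 3 (0.0321) or *cyc8* replicate 3 (0.0199). The others did not, and the permutation p ranged from 0.00092 to 0.236. For the *SUC2*-type genes in *cyc8* the paper reports p = 0.0449, against a permutation p of 0.546 here. None of 24 alternatives came within that range, and they gave a permutation p from 0.221 to 0.930.

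Of the genes in Fig 3D, *ATG41*, *BSC1*, *ICT1* and *FET3* did not meet the parameters here. *ATG41*, *BSC1* and *ICT1* did so with DESeq2 and with an adjusted p of at most 0.05, *BSC1* and *ICT1* also with a fit of all 4 strains, *ATG41* without *tup1 cyc8* replicate 1 and *ICT1* without *cyc8* replicate 1. *FET3* met them under none of the alternatives. In the comparisons with wt that gave the values here, it was higher in *tup1 cyc8* (1.22) than in *cyc8* (1.11). Of the genes in Fig 3F, *AQY2*, *DUR3*, *PHO3*, *SAE3* and *YLL053C* met the mirrored parameters under none of the alternatives, and *YDR210W-B* met them with no limit on TPM. Of the genes in Fig 3J, *SFK1*, snR81 and snR76 were called with DESeq2, with a fit of all 4 strains, with an adjusted p of at most 0.05 and without *cyc8* replicate 1, snR76 also without wt replicate 3. *MIG2* was called with an adjusted p above 0.01 in *tup1* as the criterion and without wt replicate 1, wt replicate 3 or *tup1* replicate 3. *YKR075C* and snR39B were called under none of the alternatives. DESeq2 on genes with more than 60 counts, chosen after seeing the values, also called *ATG41*, *BSC1*, *ICT1*, *SFK1*, snR81 and snR76.

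The paper describes *SUC2* as most highly transcribed in the *cyc8* mutant, while its log2 fold change here was 6.29 in *tup1 cyc8* and 5.43 in *cyc8*. The paper describes no difference between the types in their transcription in wt or in their lengths. Here the median wt TPM differed by -5.98 (permutation p = 0.00147). The mean upstream, downstream and ORF lengths differed by 389, 539 and 419 bp (permutation p = 0.011, 0.0014 and 0.0020). The upstream medians were 800 bp for the *FLO1*-type and 736 bp for the *SUC2*-type genes. The upstream difference had a permutation p above 0.05 in a fit of all 4 strains (0.051), with the replicate block (0.055), and without wt replicate 3 (0.068), *tup1* replicate 1 (0.056), *cyc8* replicate 2 (0.050), *cyc8* replicate 3 (0.058) or *tup1 cyc8* replicate 1 (0.052).   The paper gives *FIT2* as an example of potential redundant repression by *TUP1* and *CYC8*, while the direct comparisons of *tup1 cyc8* with *cyc8* and with *tup1* gave edgeR adjusted p values of 0.10 and 0.064. The second was 0.0018 in a fit of the *tup1* and *tup1 cyc8* libraries alone, chosen after seeing the data, and 0.0033 with the replicate block in that fit, against 0.032 to 0.099 under the other alternatives that kept every library. The first was 0.0048 without *cyc8* replicate 1, and between 0.0048 and 0.28 over the fits without a library.

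The other counts of genes in the paper's text lay within 1.5 times the values here. For upregulated genes the paper gives 469 in *tup1*, 809 in *cyc8*, 851 in *tup1 cyc8* and 429 in all 3, against 431, 744, 824 and 393. DESeq2, which the paper's methods name and which was set as an alternative before the data were examined, gave 468, 810, 864 and 429. DESeq2 on genes with more than 60 counts, chosen after seeing the values, gave 469, 808 and 853.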

Other observations

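The tests on scaling, on reads in the wrong library and on mixed cultures were chosen only after the results were seen.

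Each of the 6 comparisons of 3 libraries with 3 was repeated for the 10 splits of its libraries. For *tup1*, *cyc8* and *tup1 cyc8* against wt, and for the comparisons between mutants, 1 of 10 splits, the real one, gave as many genes. The real splits gave 516, 858 and 936 genes against wt, and 233, 832 and 886 for *tup1 cyc8* against *cyc8*, *tup1 cyc8* against *tup1* and *cyc8* against *tup1*. The other splits gave at most 0 genes, among them the 3 that also separate each same-number pair of *tup1* and *tup1 cyc8*, except for *tup1 cyc8* against *cyc8*, where they gave up to 4. With 10 splits the share is never under 0.1. A split that mixes strains also puts their difference into the spread within its groups, which by itself keeps its calls low.

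The excess of upregulated over downregulated genes is counted against the bulk of the genes, which the scaling takes as unchanged. With library size only, the median log2 fold change moved by -0.12 in *tup1*, -0.35 in *cyc8* and -0.47 in *tup1 cyc8*. The share of upregulated genes was still 79.4% in *tup1* and 61.1% in *cyc8*, which argues against scaling as the source of the excess there. In *tup1 cyc8* it was 42.5%, with 556 genes upregulated and 753 downregulated. A change of scale moves all genes of a library alike, so it does not make the excess against the bulk, 824 against 112 genes. For absolute amounts in *tup1 cyc8*, a change of scale and an excess of upregulated genes cannot be told apart without a spike-in.

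The *tup1* libraries had 285 to 346 counts on *TUP1* and the *cyc8* libraries 113 to 132 on *CYC8*. Reads assigned to the wrong library at the rate that *TUP1* needs would put 98.9 *URA3* counts into the 9 libraries without this marker, and 5 were observed, which argues against this source. The files give no position of these reads within the genes.

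*cyc8* replicate 1 lay apart from the other *cyc8* libraries. Its value on the second principal component was 4.06, against 22.4 and 22.1, and its chi-square per degree of freedom against them was 168 and 167, against 12.6 between the other 2. Over 5537 genes, its profile was best matched by a mixture of the other *cyc8* libraries with 29% of wt, 51.3% of *tup1* or 34.4% of *tup1 cyc8*. *CYC8* gave a share of -0.944% for wt cells and of -0.962% for *tup1* cells, and *URA3* gave 0 for *tup1 cyc8* cells, which argues against cells of these strains in the culture. GC content and gene length explained 7.74% of the variance of its difference. A difference in growth between the cultures stays open and was not tested.

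The counts summed over 89 retrotransposon genes fell from 3258 ± 112 CPM in wt to 1136.5 ± 49.5 in *tup1*, 384 ± 23.4 in *cyc8* and 1193 ± 72.2 in *tup1 cyc8* (SD, n = 3 each), or 34.9%, 11.8% and 36.6% of wt (exact permutation tests, two-sided, p = 0.1 each, the smallest possible). Reads split between copies would leave the sum at its wt level, which argues against that source for these sums. With library size only they were 31.7%, 9.27% and 26.6% of wt. Of the 48 genes tested, 34, 38 and 26 were downregulated and 1, 0 and 3 upregulated. A lower level of these transcripts in the mutants is a hypothesis from the same data.

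The difference in ORF length between the *FLO1*-type and *SUC2*-type genes is consistent with a trend of the fold changes with gene length and GC content: after the trend was removed, it was 128 bp (permutation p = 0.341). The upstream difference was then 321 bp (permutation p = 0.030) and the downstream difference 571 bp (permutation p = 0.00046), so this trend does not account for them.

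The 11 gene families were tested with camera. Seripauperin, flocculin and hexose transporter genes were higher in the 3 mutants (adjusted p of at most 1.6e-05), though the first 2 lists were chosen after the paper's tables had been read. The adjusted p values given here are over the families of all 3 mutants, by which 8 families passed 0.05 in *cyc8*. For the splits they were adjusted within a mutant, by which 9 passed in *cyc8*. With the real split included, 3 splits of 10 in *cyc8*, 2 in *tup1 cyc8* and 6 in *tup1* gave as many families as the real 9, 9 and 5. Every other split mixes mutant and wt libraries unevenly, so part of the strain difference stays in it. The splits therefore do not decide whether the number of changed families exceeds chance. Heat shock genes were higher in *tup1* (0.36, adjusted p = 0.0026) and *tup1 cyc8* (1.09, adjusted p = 0.00044), and histone genes lower in *cyc8* (-0.52, adjusted p = 0.0042) and *tup1 cyc8* (-0.60, adjusted p = 0.0079). COS, snoRNA and tRNA genes were higher in *cyc8* and *tup1 cyc8*, ribosomal protein genes lower in *tup1 cyc8* (-0.20), a-specific genes lower in *cyc8* (-1.39) and alpha-specific genes lower in *tup1* (-0.46). With library size only, the median of the snoRNA genes in *tup1 cyc8* was -0.07, below 0 but above the median of all genes. Under this scaling, a-specific genes in *cyc8* (camera, adjusted p = 0.092) and alpha-specific genes in *tup1* (0.068) did not pass 0.05. Heat shock genes (0.026) and ribosomal protein genes (0.00051) in *cyc8* then did. At an estimated correlation no family passed (adjusted p of at least 0.276), and under fry tRNA genes did not (adjusted p = 0.136). The *PAU* medians over 15, 21 and 21 genes, of which 2, 6 and 6 have wt counts at or under the floor, fall from 3.53, 4.94 and 6.80 to 3.29, 3.85 and 5.28 when bounds replace the fitted values of the latter.

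*ACT1* changed by 0.12 in *tup1*, -0.10 in *cyc8* and 0.25 in *tup1 cyc8* (edgeR, adjusted p = 0.54, 0.58 and 0.13).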
